# Sequencing the transcriptome of milk production: milk trumps mammary tissue

**DOI:** 10.1186/1471-2164-14-872

**Published:** 2013-12-12

**Authors:** Danielle G Lemay, Russell C Hovey, Stella R Hartono, Katie Hinde, Jennifer T Smilowitz, Frank Ventimiglia, Kimberli A Schmidt, Joyce WS Lee, Alma Islas-Trejo, Pedro Ivo Silva, Ian Korf, Juan F Medrano, Peter A Barry, J Bruce German

**Keywords:** Mammary gland, Milk, Rhesus macaque, Human, Transcriptome, RNA-Seq, Milk RNA, Bioinformatics, Milk processing, Transcriptomics

## Abstract

**Background:**

Studies of normal human mammary gland development and function have mostly relied on cell culture, limited surgical specimens, and rodent models. Although RNA extracted from human milk has been used to assay the mammary transcriptome non-invasively, this assay has not been adequately validated in primates. Thus, the objectives of the current study were to assess the suitability of lactating rhesus macaques as a model for lactating humans and to determine whether RNA extracted from milk fractions is representative of RNA extracted from mammary tissue for the purpose of studying the transcriptome of milk-producing cells.

**Results:**

We confirmed that macaque milk contains cytoplasmic crescents and that ample high-quality RNA can be obtained for sequencing. Using RNA sequencing, RNA extracted from macaque milk fat and milk cell fractions more accurately represented RNA from mammary epithelial cells (cells that produce milk) than did RNA from whole mammary tissue. Mammary epithelium-specific transcripts were more abundant in macaque milk fat, whereas adipose or stroma-specific transcripts were more abundant in mammary tissue. Functional analyses confirmed the validity of milk as a source of RNA from milk-producing mammary epithelial cells.

**Conclusions:**

RNA extracted from the milk fat during lactation accurately portrayed the RNA profile of milk-producing mammary epithelial cells in a non-human primate. However, this sample type clearly requires protocols that minimize RNA degradation. Overall, we validated the use of RNA extracted from human and macaque milk and provided evidence to support the use of lactating macaques as a model for human lactation.

## Background

Most studies of mammary gland biology utilize cell culture and rodent models. Although human mammary tissues have been accessed via oncological or breast reduction surgery, access to normal tissue during lactation is extremely rare. Therefore, genome-wide transcriptomic analyses of the lactation cycle have been mainly limited to rodents and agricultural domesticated livestock [1-18].

We and others [19-21] recently reported a novel, non-invasive technique for the *in vivo* study of mammary epithelial cells from humans based on the isolation of RNA from cytoplasmic crescents of milk fat globules. Mammary epithelial cells are the cells of the mammary gland that produce milk. Mammary epithelial cells secrete fat into milk by an apocrine mechanism that occasionally traps portions of cytoplasm within the membrane of the milk fat globule [22,23]. Thus, the RNA within the milk fat layer is expected to represent RNA from mammary epithelial cells at the time they are producing milk. With the advent of next generation sequencing technologies, it has become possible to catalog all RNAs inside the cytoplasmic crescents of milk fat globules. However, the transcript profile of cytoplasmic crescent RNA has never been directly compared with that for RNA derived from the mammary gland epithelium in the same primate species. Maningat et al. [20] compared their microarray results derived from human milk cytoplasmic crescent RNA with 98 previously reported transcripts in the whole mammary glands of lactating mice. Brenaut et al. [24] compared microarray results from the cytoplasmic crescent RNA and mammary tissue in goats. While these two studies provide some reassurance, the validity of milk-derived RNA in humans would be more appropriately obtained in a lactating primate model. Thus, our first objectives were to assess the presence of cytoplasmic crescents in the milk of rhesus macaques and the ability to obtain sequence-quality RNA from macaque milk fat. Our next objective was to compare RNA from macaque milk fat with RNA from mammary biopsy tissue from the same animals to determine whether RNA from milk fat can be used to non-invasively study the transcriptome of milk production in primates.

The incidence of cytoplasmic crescent formation varies by species, milking interval, and time of day [22,23]. Cattle have the lowest incidence of crescent formation. Instead of extracting RNA from milk fat, another approach to access the transcript profile of milk-producing cells has been to probe the RNA of somatic cells in milk from cows [16-18]. Despite the fact that mammary epithelial cells are a minority cell population in milk [25], the authors reported informative transcriptomes using this method [16-18] and extended it to humans [26]. They also compared the transcriptomes derived from a sample of cells in milk and a mammary biopsy sample from a Holstein cow and found that 84.5% of genes shared expression between the two sample types [15]. Thus, an additional objective of the current study was to determine the extendibility of these results to primates by comparing RNA extracted from macaque milk cell fractions with mammary-derived RNA.

There are various reasons to validate a non-invasive method for sampling the mammary gland, especially in humans. Most breast cancers arise from epithelial cells; these cells sampled via milk could potentially be used to identify cancer biomarkers [27]. A diagnostic approach during lactation is urgently needed given the transient increase in the risk of breast cancer post-partum precisely at a time when women cannot be evaluated by conventional methods [28]. Another use for non-invasive sampling of milk-producing cells in humans is in the study and diagnosis of lactating women with insufficient milk supply. Only 13.3% of women in the U.S. exclusively breastfeed for 6 months post-partum, well below the national goal outlined in Healthy People 2010, with insufficient milk supply noted as the primary reason for premature weaning [29]. An understanding of the biological basis of insufficient milk supply would enable improved diagnosis and treatment.

Given that biopsy is an extremely invasive approach for the study of normal mammary biology in humans, especially during lactation, we investigated whether RNA isolated from milk is representative of RNA from the mammary gland in a lactating, non-human primate model (*Macaca mulatta*). We first determined the effects of milk collection and processing on RNA quality and origin (e.g. exosomal or cellular) in both rhesus macaques and humans. We then compared paired samples of RNA extracted from milk fat, cells in milk, and mammary tissue at two stages of lactation in rhesus macaques.

## Methods

### Human subjects

Five healthy multiparous lactating mothers who had recently given birth to sons were recruited via flyers placed in the Northern California communities of Davis, Sacramento, and Vacaville. Due to sex biases in milk composition [30], mothers were selected for the study only if they were nursing male infants. Exclusion criteria also included smoking, primiparity, pre-term birth, multiple birth, metabolic disease, intention to breastfeed for less than six months, or planning to take oral contraceptives prior to six months post-partum. The UC Davis Institutional Review Board approved all aspects of the study and informed written consent was obtained from all participants. This trial was registered on clinicaltrials.gov (ClinicalTrials.gov Identifier: NCT01817127).

### Human milk collection

Milk was collected twice from each participant—once at 90 days and once at 180 days post-partum. On the day of collection, participants were instructed to use a breast pump to empty one breast between 7 am and 9 am and then collect milk from that same breast 4 hr later. Fresh milk samples were immediately transported to the laboratory on ice.

### Animal selection

Rhesus macaques were selected from among animals in the outdoor breeding colony at the California National Primate Research Center. Inclusion criteria also included prime-aged mothers (~7–10 yr old) with at least three prior pregnancies, nursing male infants less than 1 mo old. All aspects of our study were approved by the Animal Care and Use Committee at the University of California, Davis.

### Milk collected from macaques

Milk samples were collected twice from each macaque mother during lactation, once at 30 days post-partum and once at 90 days post-partum, using procedures previously described [30]. On the day of milk collection, the mother-infant dyads were transported to temporary indoor housing. Mothers were lightly sedated and placed in mesh jackets (ProMed-Tec, Inc. Bellingham, MA) to prevent nursing and to allow milk accumulation for 3.5 to 4 hr. Infants were housed with their mothers during the period of milk accumulation. After milk accumulation, mothers were sedated (ketamine, 5–15 mg/kg) and administered oxytocin to stimulate milk let down (2 IU/kg). Milking was performed by gently hand stripping the nipples to mimic infant nursing behavior as previously described [30].

At an additional time point between 30 and 90 days post-partum, milk samples were collected from three of the macaques using a repeated milking protocol. After a 2-hr milk accumulation period, the mothers were sedated, administered a half-dose of oxytocin (1 IU/kg), and milked as noted above. They were then administered oxytocin again (1 IU/kg) exactly 10 min after the first dose and were milked a second time.

### Macaque mammary biopsies

Six macaques underwent a single vacuum-assisted core biopsy of the mammary gland in accordance with guidelines set forth by the University of California, Davis Animal Care and Use Committee. Three of the macaque mothers were biopsied 30 days post-partum and the other three were biopsied 90 days post-partum. Immediately following milk collection, mothers scheduled for biopsy were further sedated with dexmedetomadine (15 mcg/kg, intramuscular). The surgical site was prepared aseptically and blocked with lidocaine. Biopsies were performed using the Suros ATEC biopsy system as previously described [31], and the incision site closed by suturing. Biopsied dams were then housed indoors with their infants and monitored for adverse signs. Analgesia (ketoprofen and/or buprenex) was administered at the discretion of the staff veterinarian. One of the six macaques required post-biopsy antibiotic therapy. All macaques were returned to their outdoor corrals after the biopsy site had healed (approximately 5–7 days).

### Milk processing

Whole milk samples were centrifuged at 2311 *g* for 10 min at 4°C. The fat layer was collected using a sterile spatula and transferred to TRIzol. To collect RNA from cells in milk, the skim supernatant was removed and TRIzol added to the PBS-washed cell pellet. All samples were stored at -80°C until RNA extraction. Detailed protocols for the processing of human and macaque milk are provided in Additional file 1.

### RNA extraction and assessment

RNA was extracted using the Qiagen Universal Kit (Qiagen, Netherlands), followed by treatment with DNAse. RNA yield and quality (260/280 nm and 260/230 nm, respectively) were measured by Nanodrop spectrophotometry (Thermo Fisher Scientific, Inc., Wilmington, DE). RNA integrity was assessed with an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### Milk imaging and analysis

Slides containing whole milk that had been incubated with 0.1% acridine orange (AO) (4) were viewed on an Olympus VS110 whole slide scanner. Three images were captured—a differential interference contrast (DIC) image to view the fat globules, a fluorescence channel for AO-RNA, and a second fluorescence channel for AO-DNA. Images were analyzed using our Globulator software [32], which was developed to identify sizes and locations of milk fat globules, cytoplasmic crescents, and nucleated cells, and to compute summary statistics. The Globulator is a Perl program that uses ImageJ [33] to process the stained slides, to differentiate between globules and crescents, and to compute statistics. This software first identifies milk fat globules and crescent location independently by color. The milk fat globule locations and area are then corrected and each crescent is linked with the closest milk fat globule, generating a list of (X, Y) coordinates and area of each globule, crescent, and linked crescent-globule. A description of this method is provided in Additional file 2. A 300 MB image containing 20,000 globules can be processed in under a minute and multiple images can be processed in batch. The accuracy of this method was confirmed by manually comparing a subset of processed and original images.

### RNA library construction and sequencing

RNA extracted from macaque milk fat, macaque milk cells, and macaque mammary tissue was used to create libraries for RNA sequencing (RNA-Seq). Total RNA was purified, fragmented and converted to cDNA, and then ligated to adapters. The cDNA products were purified and amplified by PCR to create a library for subsequent cluster generation using the TruSeq RNA Sample Preparation kit (Illumina, San Diego, CA) with pPoly(A) selection. RNA-Seq libraries were multiplexed in batches of 12 and sequenced on an Illumina HiSeq 2000 Sequencing System in a single read 100 bp format.

### RNA-Seq data processing

FASTQ files were de-multiplexed to assign the 100 bp reads to the originating sample. Reads were first trimmed to remove adaptor sequences using Scythe [34], and then adaptively trimmed for quality on both the 5′ and 3′ ends using Sickle [35]. Resulting reads were checked for quality using FastQC [36]. The rhesus macaque genome assembly rheMac2 was indexed using Bowtie [37]. Reads were then mapped to the indexed genome using TopHat [19289445] [38]. Transcript abundances were estimated as fragments per kilobase of exon per million fragments mapped (FPKMs) using Cufflinks [39] and all MMUL1.0 Ensembl transcripts from the Ensembl database, release 67 [40]. The data have been deposited at NCBI’s Gene Expression Omnibus [41] and are accessible through GEO Series accession number GSE49765 [42].

### RNA-Seq analysis

To identify differentially expressed genes, counts for each gene were first calculated by applying HTSeq-count [43] in “intersection-nonempty” mode to the mapped reads (e.g. TopHat output) after preparation with Samtools [44]. The R package, DESeq [45], was used to apply a variance stabilizing transformation to the count data. To determine differentially expressed genes, the nbinom test function within DESeq was used to test the significance of the difference between the base means of two conditions (e.g. milk fat vs. mammary biopsy, day 30 vs. day 90). Differences were considered statistically significant if *p* < 0.05 after adjustment for multiple hypothesis testing using the method of Benjamini and Hochberg (method = “BH”) [46].

### Functional enrichment analysis

Human orthologs of the macaque Ensembl transcripts were identified using Ensembl tools and custom scripts. When a macaque transcript mapped to multiple human orthologs, the ortholog with the highest sequence identity was used. Biological functions of gene sets of interest were then determined using the Functional Annotation tools within DAVID Bioinformatics Resources [47]. All Ensembl IDs were used as the background list. Functional annotations were considered statistically enriched when *p* < 0.05 after adjustment for multiple hypothesis testing using the method of Benjamini and Hochberg (method = “Benjamini”) [46].

## Results

### Sources of RNA in milk

Whole milk contains both cells and cytoplasmic crescents, which are sources of cellular and exosomal RNA, respectively. The proportion of cellular to exosomal RNA in milk is unknown. Therefore, to distinguish the exosomal RNA within the cytoplasmic crescents from RNA within nucleated cells, we developed a method to quantify milk fat globules, cytoplasmic crescent RNA, and cellular RNA in whole milk stained with AO. Three channels—a differential interference contrast (DIC) image, a fluorescence channel to capture AO-RNA, and a second fluorescence channel to capture AO-DNA—were used to generate images using an Olympus VS110 whole-slide scanner. The DIC image shows the locations of the milk fat globules and the overlay of the AO-RNA, and AO-DNA channels indicate whether the RNA is exosomal (no DNA) or cellular (both DNA and RNA). An example of the resulting image is shown in Figure 1.

**Figure 1:**
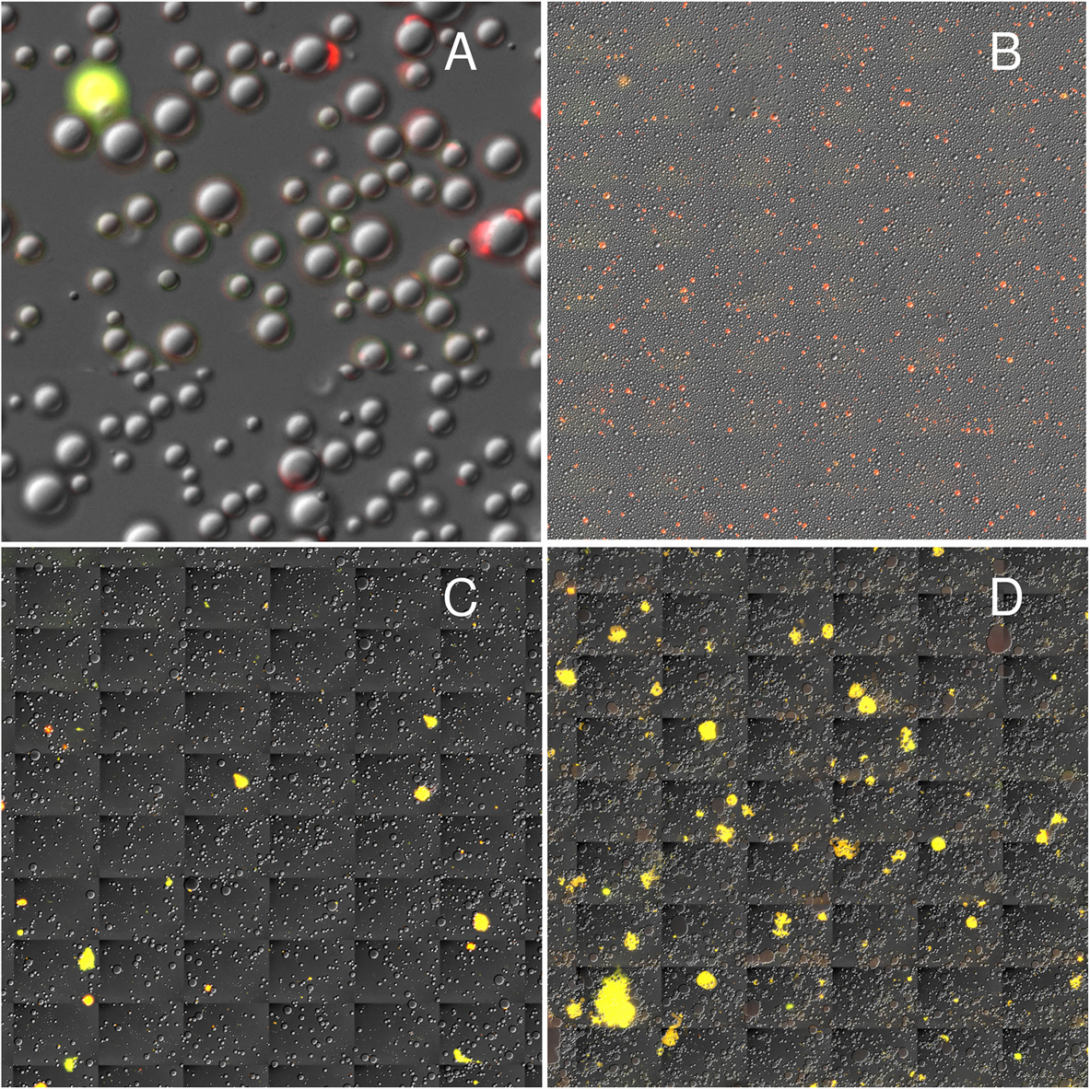
**Composite images of whole milk stained with acridine orange (AO).** Each image contains three channels: 1) a differential interference contrast image to view the fat globules, which look like gray bubbles; 2) a fluorescence channel for AO-RNA; and 3) another fluorescence channel for AO-DNA. When AO associates with RNA, the emission maximum is 650 nm (red). When AO associates with DNA, the emission maximum is 525 nm (green). Therefore, areas containing only RNA (e.g. crescents) look red, only DNA look green, and both RNA and DNA (e.g. nucleated cells) look yellow. **(A)** Close-up of human whole milk with a nucleated cell (yellow) and several crescents of various sizes. **(B)** Whole slide scanned image of human whole milk collected after a 4-hr milk accumulation. **(C–D)** Whole slide scanned images of macaque whole milk after **(C)** a 4-hr and **(D)** a 10-min milk accumulation.

Samples of fresh whole milk from three human participants were evaluated for the percentage of milk fat globules with crescents and the percentage of whole milk RNA estimated to be from nucleated cells. In milk samples from three human participants, crescents were associated with 5.34%, 7.34%, and 5.50% of milk fat globules. In these same milk samples, 21.5%, 14.2%, and 0.8% of the whole milk RNA, respectively, was estimated to originate from nucleated cells origin. We additionally evaluated RNA within the milk fat and skim fractions of milk from one of the human participants. The whole milk contained 14.1% cellular RNA. When centrifuged into fat and skim fractions, the RNA attributable to nucleated cells in the milk fat fraction dropped to 8.7%.

Fresh milk was collected from six macaques at various stages of lactation and after different periods of milk accumulation (10 min, 2 hr, or 4 hr) to determine the incidence of cytoplasmic crescents and nucleated cells. The percentage of globules with crescents in whole milk was significantly different between humans and macaques after 4 hr of milk accumulation (*p* = 0.046), but not after 2 hr or 10 min (Figure 2A). The percentage of RNA in whole milk attributed to nucleated cells was higher in macaques regardless of the period of milk accumulation (*p* < 0.01) (Figure 2B). The repeated milking protocol (10-min accumulation) did not significantly affect the proportion of RNA attributable to crescents or nucleated cells. In summary, the percentage of RNA attributable to cytoplasmic crescents was moderately lower and nucleated cells was significantly higher in whole milk from macaques compared with humans. The milk of both species clearly contained both exosomal and cellular RNA.

**Figure 2:**
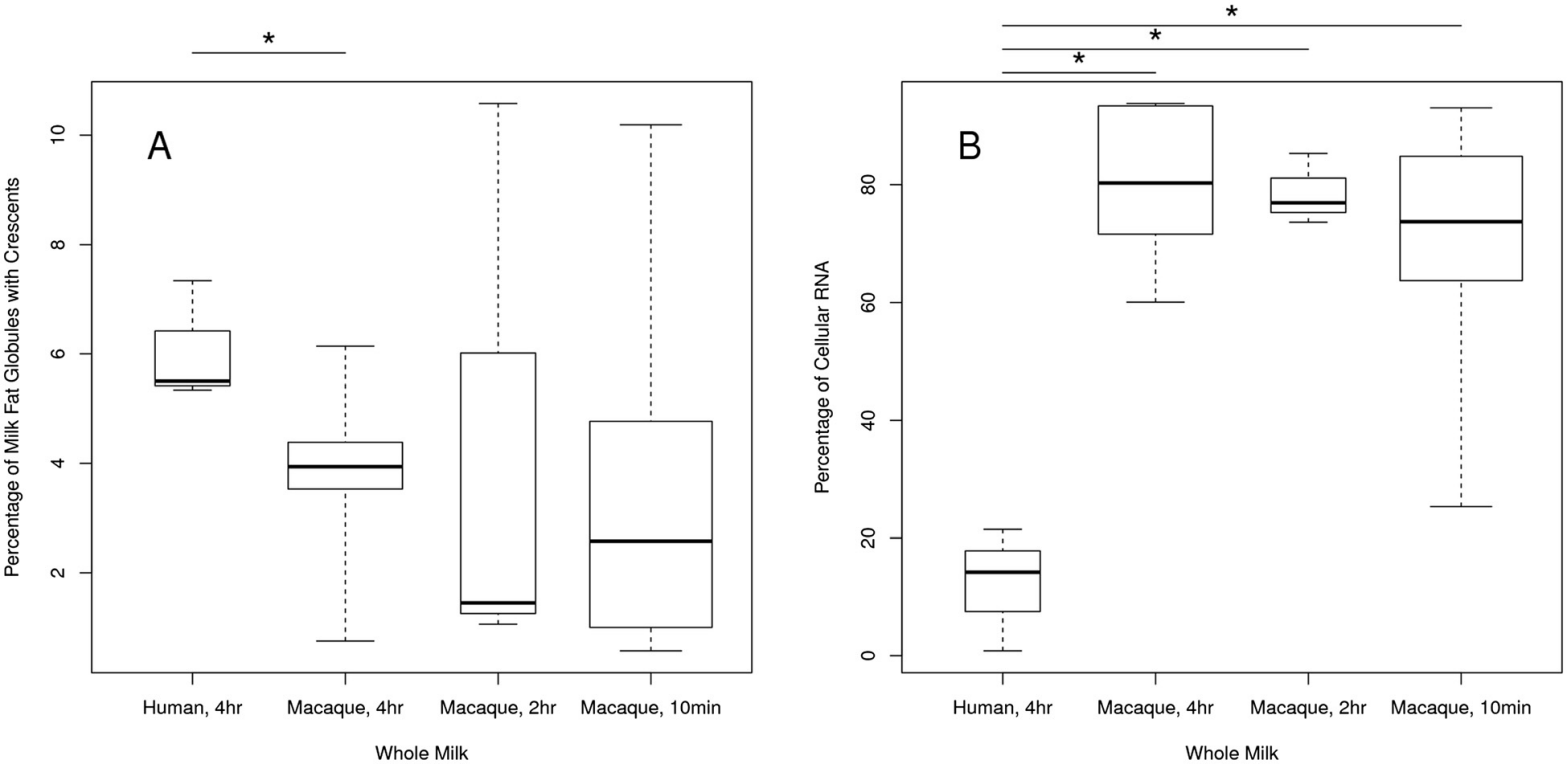
**Percentage of cytoplasmic crescents and cells in milk.** Milk samples were collected after a 4-hr accumulation period in human subjects and a 4-hr, 2-hr, or 10-min accumulation in macaques. The boxplots show the **(A)** percentage of milk fat globules with cytoplasmic crescents and **(B)** the percentage of RNA attributable to nucleated cells in these milk samples. **(A-B)** The upper and lower bounds of each box denote the first and third quartiles of the data, the dark horizontal line within each box denotes the median value, and the whiskers extend to the minimum and maximum values. The width of each box is proportional to the square root of the samples size. Asterisks denote statistical significance (*p* < = 0.05).

### Integrity of RNA in milk

The utility of a milk-based assay of gene expression in milk-producing cells is limited by the ability to acquire abundant RNA of sufficient quality for RNA sequencing. We therefore determined what factors, if any, affected the integrity of RNA isolated from human and macaque milk fat and milk cells. RNA Integrity Numbers (RINs) for total RNA extracted from the milk fat were lower than those for RNA extracted from the cells in milk (human, *p* < 0.01; macaque *p* = 0.032) or mammary tissue (macaque *p* < 0.01) (Figure 3A, B). In the human, but not the macaque samples, the RINs for total RNA derived from the human milk fat were negatively associated with processing time. RINs were also negatively correlated with the sample transport time (distance from the collection site to the laboratory; *R*^*2*^ = 0.40, *p* = 0.012) and with the time stored in Trizol at -80°C (*R*^*2*^ = 0.26, *p* = 0.044) (Figure 3C, D). RINs were not significantly affected by milk accumulation time in macaques; there was no difference between 10 min or 4 hr of accumulation. Overall, RNA from human milk fat was more vulnerable to degradation compared with other sample types and was negatively affected by processing delays prior to RNA purification, whereas RNA from other sample types was relatively stable.

**Figure 3:**
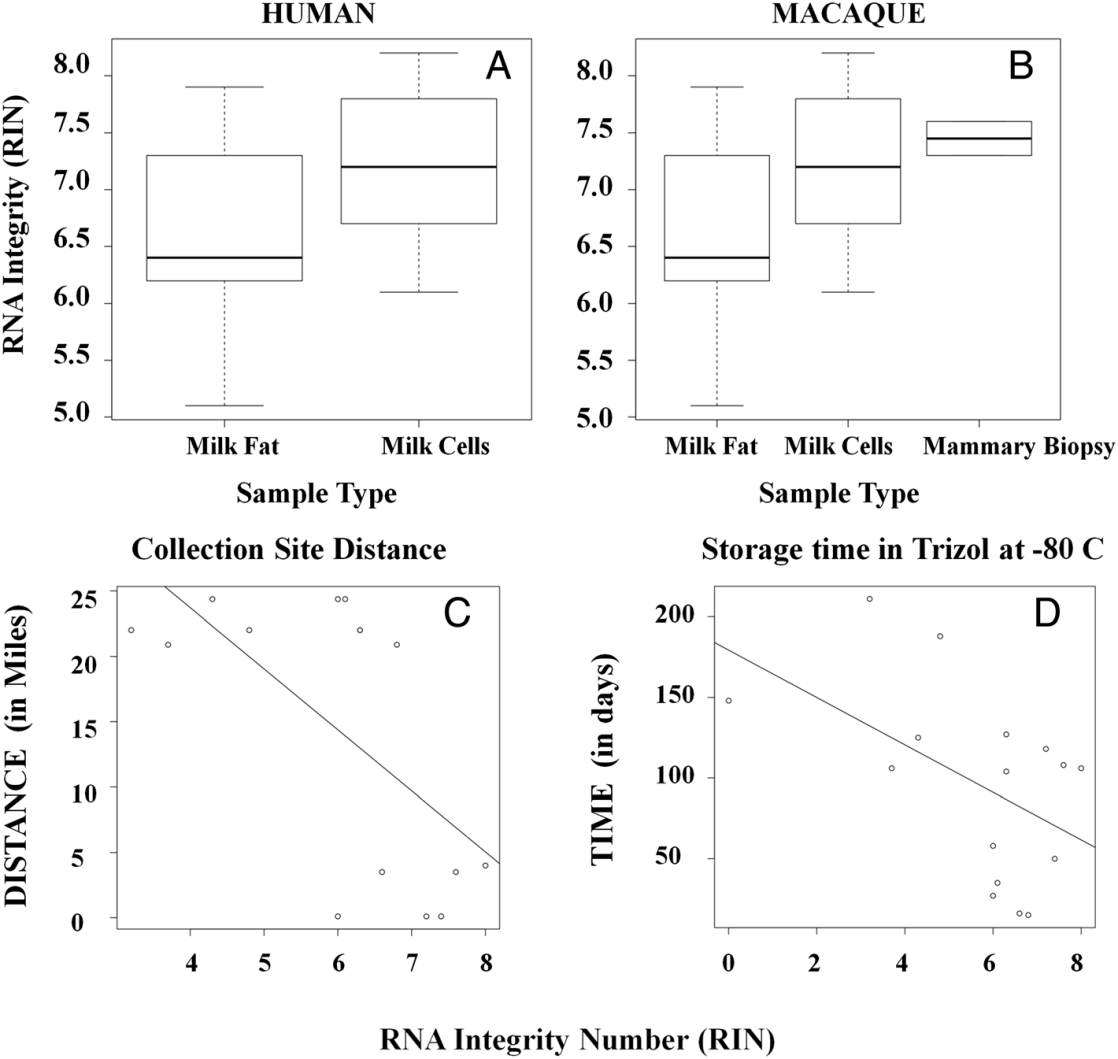
**Effect of milk fraction and processing time on RNA integrity. (A-B)** RNA degradation by sample types in **(A)** human and **(B)** macaque samples. All differences are significant (*t*-test, *p* < = 0.05). **(C-D)** Human milk fat RNA degradation by processing time in terms of **(C)** the distance to the lab from the site of collection (*R*^*2*^ = 0.40, *p* = 0.012) and **(D)** the amount of storage time in TRIzol at -80°C prior to RNA isolation (*R*^*2*^ = 0.26, *p* = 0.044).

### Biopsies of mammary tissue from lactating macaques

Mammary tissue from each of the six macaques was obtained by biopsy at one of the two time points (day 30 or day 90 of lactation) for comparison with RNA from milk sampled at the same time points. The only complication that arose from using this approach to sample the mammary glands of lactating rhesus macaques was that one female developed mastitis that was resolved by antibiotic treatment. At biopsy a portion of the tissue was preserved and stained with hematoxylin and eosin. Examples of biopsies from three life stages are shown in Figure 4. Histological analysis of the tissue collected from lactating dams confirmed the presence of lobulo-alveolar secretory epithelium comparable to that described for the human breast.

**Figure 4:**
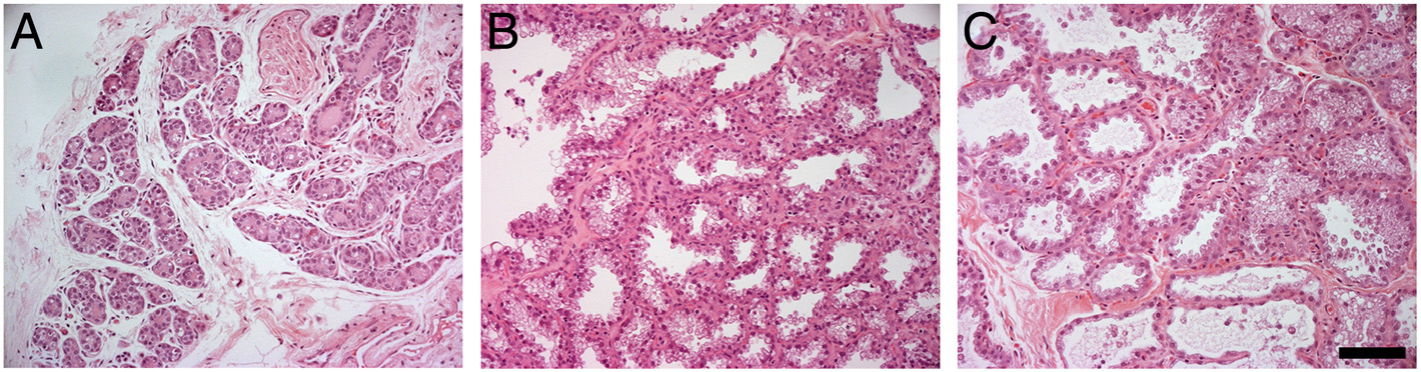
**Hematoxylin- and eosin-stained mammary biopsy samples from rhesus macaques.** Histology of tissue biopsied from the mammary glands of rhesus macaques at different stages of lactation. Sections (4 μm) were stained with hematoxylin and eosin. Scale bar = 100 μm. **(A)** Multiparous aged female macaque, non-pregnant, non-lactating; **(B)** multiparous female macaque, lactation day 30; and **(C)** multiparous female macaque, lactation day 90.

### RNA-Seq of milk and mammary transcriptomes

Of the 36 macaque samples, 34 were selected for sequencing—6 mammary biopsy samples (one from each animal), 6 milk cell samples from day 30, 6 milk cell samples from day 90, 4 milk fat samples from day 30, 6 milk fat samples from day 90, and 6 cell-free milk samples from day 90. The RNA extracted from the day 30 milk of two of the macaques was judged to be of insufficient quality for sequencing (RIN < 6).

RNA-Seq libraries were constructed and sequenced for all 34 samples. 

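The values analysed were the FPKM that the authors deposited for these 34 samples, which came from 6 animals, called M1 to M6 here. The authors trimmed the single reads, mapped them to the rheMac2 assembly with TopHat and estimated FPKM for each Ensembl transcript with Cufflinks, which divides reads between overlapping transcripts. Values for 42701 transcripts were given for each of 3 technical runs per sample, and these runs were averaged as FPKM. This left 6 mammary biopsies (3 from day 30 and 3 from day 90), 12 milk cell samples, 10 milk fat samples and 6 cell-free milk samples. The cell-free milk samples are not labelled as such: their labels name fat in 5 animals, with another spelling for M4, and skim in M3, and they were taken as cell-free milk because they were the only day 90 samples with a label other than those of biopsies, cells and fat and because the paper counts as many. Values given for cell-free milk hold only if this is right. By Spearman correlation, 100 of the 102 runs were closest to another run of their own sample, and the other 2, both of the day 30 milk fat sample of M6, were closest to the day 90 milk fat sample of M6. FPKM do not give the number of reads in a sample, so the average number of reads that the paper states could not be compared with these values. Relative depth was estimated instead from the spacing of low FPKM in the 15364 transcripts that overlap no other. With the median sample at 1, it had a median of 0.884 in biopsies (range 0.741 to 1.37), 1.00 in milk cells (0.850 to 1.19), 1.05 in milk fat (0.742 to 1.63) and 1.04 in cell-free milk (0.918 to 1.28). The libraries were taken to have been sequenced in 3 pools. The pool and the technical run were each read from a number in the sample title, given the batches that the paper states. Statements on pools hold only if this reading is right. The milk samples of M1 and M2 were in pool 2, those of M3 and M4 in pool 3 and those of M5 and M6 in pool 4, and each biopsy was in the pool of its animal's milk except that of M5, which was in pool 3.

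Levels and shares were taken from FPKM as deposited. For tests across transcripts, FPKM were scaled by median-of-ratios factors over the 21792 transcripts above 0 in all samples, 1 was added, and limma was fitted to the log2 values of transcripts with a mean FPKM of at least 1 in the samples compared, with Benjamini-Hochberg adjustment. Where sample types were compared, the days of an animal were first averaged on the log2 scale, so that 6 values were compared with 6 from the same animals. Animal was not a term in the main fits of types or of days, so these fits ignored the pairing. Transcripts were called differentially expressed at an adjusted p under 0.05 and more than 3-fold change. The authors counted reads per gene with HTSeq-count and tested these counts with DESeq. Read counts per gene were not used here, and all tests were on transcripts.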

More than 1.5 billion reads were mapped to the macaque genome with an average of 45.9 million reads obtained per sample. Gene expression intensity was normalized to FPKM and summarized at the transcript level for each sample. A summary of FPKMs for all transcripts in each sample is provided in Additional file 3.

### Cell-specific markers in milk and mammary transcriptomes

Mammary tissue consists of mammary epithelial cells as well as stromal and immune cells. Milk fat fractions are hypothesized to contain exosomal RNA that originate in milk-producing cells. Milk cell fractions are hypothesized to contain a heterogenous mixture of cells. To test these hypotheses, we examined the genetic expression of cell-specific markers using the RNA-Seq data obtained from macaque milk fat, macaque milk cells, and macaque mammary tissue (Figure 5). Transcripts corresponding to immune cell markers were most abundantly expressed in the milk cell fraction, were moderately expressed in mammary tissue, and were minimally present in milk fat. As expected, gene expression signatures associated with stromal cells were most abundant in mammary tissue. Not surprisingly, a gene expression signature for mammary epithelial cells was present in all samples. Milk-producing cells specifically express cytokeratin 8 (KRT8), but not cytokeratin 5 (KRT5), whereas basal mammary epithelial cells are KRT5+/KRT8- [48]. The milk fat fraction clearly contained RNA from KRT5-/KRT8+ cells while the mammary biopsy and milk cell fractions clearly contained RNA from other epithelial cell types (Figure 5).

**Figure 5:**
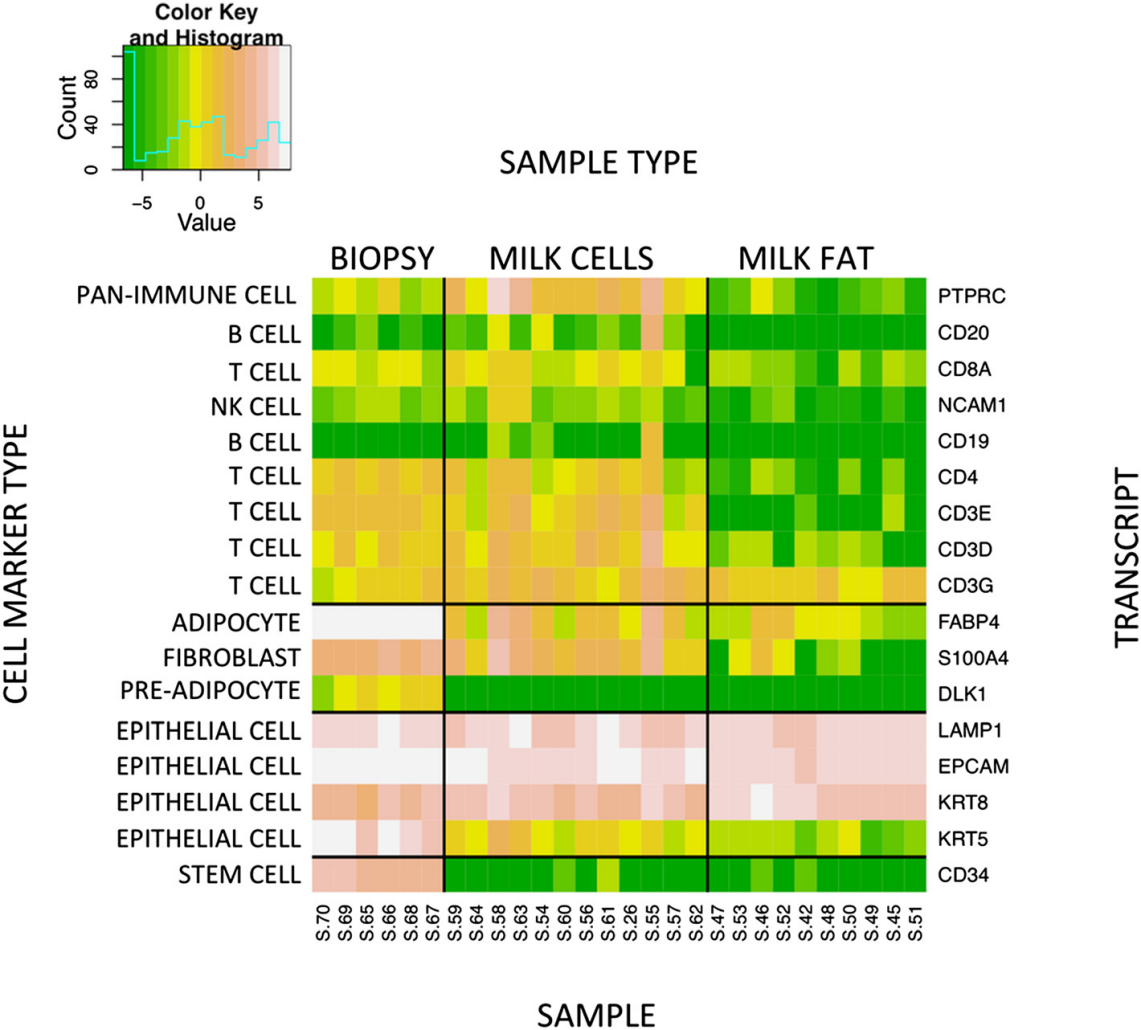
**Expression of cell-specific markers in milk and mammary transcriptomes.** Each box in the heatmap represents log-transformed expression intensity. The color key indicates the level of expression: Green = low/no expression, Yellow = low expression, Orange = moderate expression, Pink = high expression, and White = very high expression. The color key also includes a light blue line that indicates the number of observations at each level of expression.

In order to verify the specificity of the milk fat fraction for milk-producing cells, we next examined a process unique to milk-producing cells—lactose biosynthesis. We compared the key genes involved in lactose synthesis (LALBA, SLC2A1, B4GALT1, SLC2A9, UGP2, CMPK1, GALE, PGM1, GALT, GALK1, CANT1, NME2, HK1, and SLC35A2 [21]) among the three sample types. Of these 14 genes, the expression of 8 was significantly higher in RNA from milk fat compared with mammary biopsies, one was significantly lower, and 5 were not different (Figure 6). 

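Figure 6 gives a transcript identifier for 9 of the 14 genes, and these were analysed. SLC2A1, SLC2A9, CANT1, HK1 and SLC35A2 were not analysed here, since nothing at hand paired their names with identifiers. Of the 9 transcripts, 8 were higher in milk fat than in mammary biopsies and 1 was lower by limma at an adjusted p under 0.05 over all 13413 transcripts tested, and the counts were also 8 and 1 when adjusted over the list alone. The list was fixed before the values were seen, but the study chose Figure 6 on these samples, so the count over the list is not independent evidence. UGP2 (chromosome 13, 64029084 to 64089013 of rheMac2) had 791 ± 279.9 FPKM (SD, n = 10) in milk fat and 132 ± 40.5 FPKM (SD, n = 6) in biopsies, a log2 fold change of 2.18 (standard error 0.29, limma adjusted p = 4.97e-05). NME2 (chromosome 16, 35402045 to 35407009) had a log2 fold change of 1.60 (standard error 0.18, limma adjusted p = 1.13e-05). UGP2 and NME2 were among the transcripts that also passed the 3-fold threshold. The log2 fold changes of LALBA, GALK1, PGM1, CMPK1 and GALT lay between 0.64 and 1.05. LALBA (chromosome 11, 45692914 to 45695265) had 105479 ± 16749 FPKM (SD, n = 10) in milk fat and 47146 ± 19032 FPKM (SD, n = 6) in biopsies. B4GALT1 (chromosome 15, 44063193 to 44118812) was lower in milk fat, with 227 ± 66.5 FPKM (SD, n = 10) against 308 ± 40.2 FPKM (SD, n = 6) and a log2 fold change of -0.77 (standard error 0.23, limma adjusted p = 0.0111). Every one of these directions held in 6 of 6 animals and therefore within each sequencing pool. The filter on low FPKM moved the family most: without it 7 transcripts were higher, and the limma adjusted p of LALBA was 0.791. Its log2 fold change was then 1.05 with a standard error of 2.49. The other alternatives gave LALBA adjusted p from 5.06e-11, and with any 1 animal left out it was at most 0.00778. B4GALT1 lost its call in FPKM as deposited (adjusted p = 0.0788) and without animal M2 (adjusted p = 0.0529), where its adjusted p ranged from 2.68e-08 to 0.0788 over the alternatives. The alternatives include the fit with every technical run as its own value. Such runs are not independent replicates, which lowers their p, so the low ends are no measure of robustness.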

Compared with milk cell samples, transcripts for eight of the lactose synthesis genes were more abundant (*p* < 0.05) in milk fat and the other six were not different. Thus, most transcripts associated with lactose synthesis were more abundant in RNA isolated from milk fat compared with RNA from cells in milk or mammary tissue.

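Against milk cells, 6 of the 9 transcripts were higher in milk fat by limma, 0 were lower and 3 did not pass the threshold in this unpaired fit, out of 13521 transcripts tested. The count was also 6 when adjusted over the list alone. For PGM1, GALT, GALK1 and NME2 the log2 fold changes were 0.64, 0.59, 0.72 and 0.87, with adjusted p of 0.000414, 0.000960, 0.000852 and 0.00440. UGP2 (ENSMMUT00000012251) had a log2 fold change of 0.97 (standard error 0.33, limma adjusted p = 0.0324). All 6 were higher in milk fat in 6 of 6 animals, and so within each pool. The call of UGP2 was lost in FPKM as deposited (adjusted p = 0.0509), with scaling to the 75th percentile (0.0591), without the filter (0.0843) and without M1, M2 or M6 (0.0851, 0.107 and 0.0714). Over the other alternatives, which include technical runs as their own values, its adjusted p went down to 5.51e-07. CMPK1 (ENSMMUT00000024433) was higher in milk fat in 6 of 6 animals but not past the threshold (log2 fold change 0.35, standard error 0.22, adjusted p = 0.219). With animal as a block its limma adjusted p was 0.00849, with every sample as its own value 0.0322 and with every technical run as its own value 0.000337, and the highest over the alternatives was 0.458. LALBA differed by a log2 fold change of 0.16 (standard error 0.31, adjusted p = 0.688) and was higher in milk fat in 3 of 6 animals. B4GALT1 differed by -0.26 (standard error 0.22, adjusted p = 0.358) and was lower in milk fat in 5 of 6 animals. From these comparisons, the paper concludes that most transcripts of lactose synthesis were more abundant in RNA from milk fat than in RNA from milk cells or mammary tissue.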

**Figure 6:**
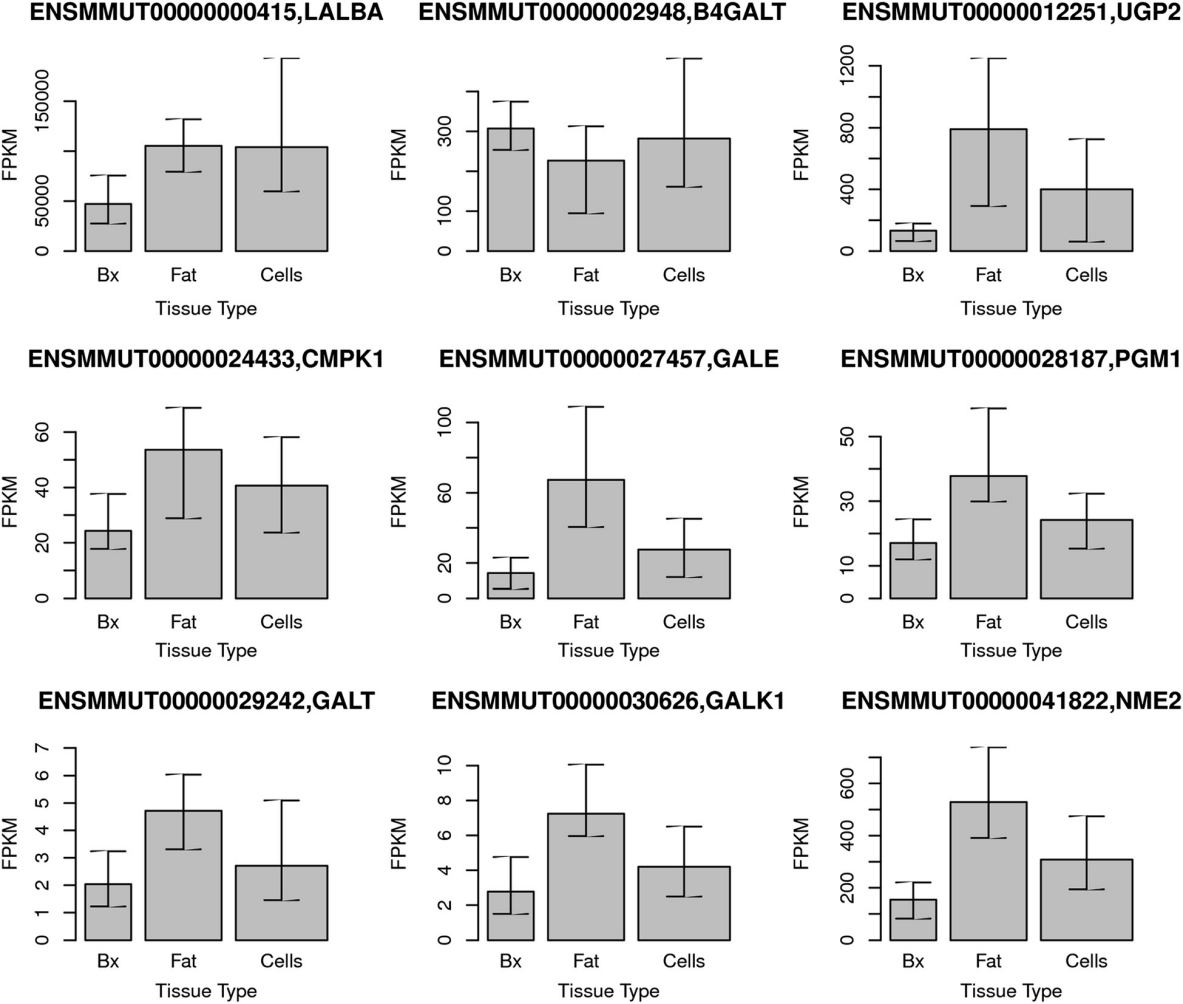
**Abundances of transcripts that code for proteins in the lactose synthesis pathway.** All differences between mammary biopsy (“Bx”) and milk fat samples (“Fat”) were significant. Differences between milk fat (“Fat”) and milk cell (“Cells”) samples were significant for all transcripts except LALBA and B4GALT.

### Highly expressed genes in milk and mammary transcriptomes

In each of the three sample types—macaque milk fat, macaque milk cells, and macaque mammary tissue—the transcript pool was dominated by the expression of just a few genes (Tables 1, 2 and 3). 

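The transcripts in Tables 1 to 3 carry gene names without identifiers, so each was matched to the transcript with the closest mean FPKM in the 3 sample types. For the 22 coding transcripts, the match was within 1.52% of the tabulated mean in every type and the next candidate was at least 38.4 times farther away. For the 6 non-coding RNA transcripts, the largest difference in any type was 3.81% to 24.2% and the next candidate was at least 3.05 times farther away, so that those identifiers are less certain. The same 5 transcripts had the 5 highest mean FPKM in biopsies, milk cells and milk fat. A transcript of CSN2 (chromosome 5, 59676470 to 59680187 of rheMac2) was the highest in each of the 28 samples. Its mean was 490368 ± 124473 FPKM (SD, n = 6) in biopsies, 379602 ± 62555 FPKM (SD, n = 12) in milk cells and 287840 ± 61025 FPKM (SD, n = 10) in milk fat. LALBA ranked from 2 to 5 in individual samples of the 3 types. LGB2 (chromosome 15, 2731645 to 2735903) had means of 59968 FPKM in biopsies, 73866 FPKM in milk cells and 79422 FPKM in milk fat, and CSN3 (chromosome 5, 59423490 to 59435314) had means of 84733, 58641 and 46822 FPKM. LGB2 ranked no lower than 6 and CSN3 no lower than 8 in any sample. The fifth was another transcript of CSN2 (chromosome 5, 59676454 to 59681817), which overlaps the first, so that the division of reads between them by Cufflinks is uncertain.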

Transcripts corresponding to the abundant milk proteins CSN2, CSN3, LGB2, and LALBA were the most abundant in all three sample types. Together, the top 20 most abundant transcripts accounted for 70–80% of all mRNA transcripts in the samples (biopsy, 79.4%; milk cells, 74.6%; milk fat, 70.8%).

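Over the single samples, the 20 transcripts with the highest mean FPKM of each type held 79.0% ± 4.90 (SD, n = 6) of the summed FPKM in biopsies, 74.3% ± 5.47 (SD, n = 12) in milk cells and 70.6% ± 4.71 (SD, n = 10) in milk fat. With the days of each animal averaged, the share in milk cells was higher than in milk fat by 3.68 percentage points and in 6 of 6 animals (exact sign-flip permutation test, two-sided p = 0.03125, the smallest p that 6 animals allow, and 0.0938 after adjustment over the 3 comparisons of types). The share in biopsies was 8.42 points higher than in milk fat, in 5 of 6 animals (p = 0.0625, adjusted p = 0.0938 from the same exact test), and 4.74 points higher than in milk cells, in 4 of 6 animals (p = 0.1875, adjusted p = 0.188). None of the 3 differences remained under 0.05 after the adjustment. Leaving the non-coding RNA out of the total and of the 20 highest moved the difference between biopsies and milk fat most in its test, to 8.52 points and 6 of 6 animals (exact p = 0.03125). The milk cell and milk fat samples of an animal were in the same sequencing pool, so their difference held within each of the 3 pools. Only the biopsy of M5 was in another pool than the milk of its animal.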

**Table 1:** Top 20 Transcripts in macaque mammary biopsies

**Symbol**	**Description**	**Bx mean**	**Cells mean**	**Fat_mean**
CSN2	Casein beta	490,313.83	380,205.92	287,623.70
CSN3	Casein kappa	84,657.12	58,584.42	46,774.06
LGB2	Beta-Lactoglobulin-2	59,847.85	73,933.99	79,475.38
LALBA	Alpha-Lactalbumin	47,105.07	104,098.11	105,391.85
CSN2	Casein beta	41,747.42	60,781.56	57,631.93
FABP3	Fatty acid binding protein 3	19,808.37	19,580.82	33,508.00
LYZ	Lysozyme	18,660.12	39,052.05	34,365.67
LTF	Lactotransferrin	8,142.20	4,414.17	3,811.85
CD24	CD24 molecule	4,273.60	6,136.86	5,046.04
ncRNA	Non-coding RNA	3,098.27	3,392.18	1,018.07
B2M	Beta-2-Microglobulin	2,963.40	3,644.58	1,486.42
TPT1	Tumor protein, translationally-controlled 1	2,736.16	2,347.90	2,982.91
FTL	Ferritin, light polypeptide	2,715.15	4,262.47	2,882.36
GLYCAM1	Glycosylation dependent cell adhesion molecule 1	2,187.31	2,878.29	4,108.55
MT1E	Metallothionein 1E	1,873.84	2,184.34	1,810.93
SPP1	Secreted phosphoprotein 1	1,816.97	2,764.59	1,780.25
FTH1	Ferritin, heavy polypeptide	1,774.86	2,505.45	3,398.50
SERF2	Small EDRK-rich factor 2	1,573.25	1,892.39	3,066.99
ATP5J2	ATP synthase, H + transporting, mitochondrial F0 complex, subunit F2	1,371.16	1,269.64	1,874.09
ncRNA	Non-coding RNA	1,176.23	5,467.23	16,500.49

**Table 2:** Top 20 Transcripts in macaque milk fat

**Symbol**	**Description**	**Bx mean**	**Cells mean**	**Fat mean**
CSN2	Casein beta	490,313.83	380,205.92	287,623.70
LALBA	Alpha-Lactalbumin	47,105.07	104,098.11	105,391.85
LGB2	Beta-Lactoglobulin-2	59,847.85	73,933.99	79,475.38
CSN2	Casein beta	41,747.42	60,781.56	57,631.93
CSN3	Casein kappa	84,657.12	58,584.42	46,774.06
PLIN2	Perilipin 2	475.05	1,118.13	42,229.07
PLIN2	Perilipin 2	863.64	1,769.06	37,946.93
LYZ	Lysozme	18,660.12	39,052.05	34,365.67
FABP3	Fatty acid binding protein 3	19,808.37	19,580.82	33,508.00
PLIN2	Perilipin 2	254.88	617.99	17,045.39
ncRNA	Non-coding RNA	1,176.23	5,467.23	16,500.49
ncRNA	Non-coding RNA	685.90	5,428.94	16,401.81
ncRNA	Non-coding RNA	582.53	3,137.07	14,389.45
ncRNA	Non-coding RNA	459.06	2,539.38	7,970.79
PLIN2	Perilipin 2	115.13	285.20	6,184.76
CD24	CD24 molecule	4,273.60	6,136.86	5,046.04
GLYCAM1	Glycosylation dependent cell adhesion molecule 1	2,187.31	2,878.29	4,108.55
ncRNA	Non-coding RNA	86.23	943.72	3,907.15
LTF	Lactotransferrin	8,142.20	4,414.17	3,811.85
FTH1	Ferritin, heavy polypeptide	1,774.86	2,505.45	3,398.50

**Table 3:** Top 20 transcripts in macaque milk cells

**Symbol**	**Description**	**Bx mean**	**Cells mean**	**Fat mean**
CSN2	Casein beta	490,313.83	380,205.92	287,623.70
LALBA	Alpha-Lactalbumin	47,105.07	104,098.11	105,391.85
LGB2	Beta-Lactoglobulin-2	59,847.85	73,933.99	79,475.38
CSN2	Casein beta	41,747.42	60,781.56	57,631.93
CSN3	Casein kappa	84,657.12	58,584.42	46,774.06
LYZ	Lysozyme	18,660.12	39,052.05	34,365.67
FABP3	Fatty acid binding protein 3	19,808.37	19,580.82	33,508.00
CD24	CD24 molecule	4,273.60	6,136.86	5,046.04
ncRNA	Non-coding RNA	1,176.23	5,467.23	16,500.49
ncRNA	Non-coding RNA	685.90	5,428.94	16,401.81
LTF	Lactotransferrin	8,142.20	4,414.17	3,811.85
FTL	Ferritin, light polypeptide	2,715.15	4,262.47	2,882.36
B2M	Beta-2-Microglobulin	2,963.40	3,644.58	1,486.42
ncRNA	Non-coding RNA	3,098.27	3,392.18	1,018.07
ncRNA	Non-coding RNA	582.53	3,137.07	14,389.45
GLYCAM1	Glycosylation dependent cell adhesion molecule 1	2,187.31	2,878.29	4,108.55
SPP1	Secreted phosphoprotein 1	1,816.97	2,764.59	1,780.25
ncRNA	Non-coding RNA	459.06	2,539.38	7,970.79
FTH1	Ferritin, heavy polypeptide	1,774.86	2,505.45	3,398.50
TPT1	Tumor protein, translationally-controlled 1	2,736.16	2,347.90	2,982.91

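Tables 1 to 3 hold 28 distinct transcripts. For 10 of them, the highest of the 3 type means was more than 3 times the lowest; these were 4 transcripts of PLIN2 and 6 of non-coding RNA. Among the other 18, the largest ratio of the highest to the lowest type mean was 2.45 and the median ratio was 1.71. LALBA apart, the 17 others were compared with limma on the animals' averages, and none was called at more than 3-fold. At an adjusted p under 0.05 alone, 7 of the 17 differed between biopsies and milk fat, 1 between biopsies and milk cells, and 5 between milk cells and milk fat. Over the alternatives other than leaving out an animal, these counts ranged from 3 to 11, from 1 to 6 and from 2 to 13, each highest with every technical run as its own value, and with an animal left out from 5 to 7, at 1 throughout and from 4 to 7. LTF (chromosome 2, 90062066 to 90090651 of rheMac2) had the largest difference, with log2 fold changes of -1.25 from biopsies to milk fat (standard error 0.27, limma adjusted p = 0.00189) and -1.40 from biopsies to milk cells (standard error 0.28, adjusted p = 0.00153), each lower in milk in 6 of 6 animals and so in every pool. Between milk cells and milk fat the largest was B2M (chromosome 7, 23126191 to 23130703), with a log2 fold change of -1.08 (standard error 0.24, adjusted p = 0.00349), lower in milk fat in 6 of 6 animals.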

The most abundant transcripts (Tables 1, 2 and 3) were similarly expressed among the three sample types, with a few notable exceptions. 

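PLIN2 is represented by 4 of the transcripts in Table 2, of which 3 lie on chromosome 15 of rheMac2 (57864460 to 57866618, 58240050 to 58241364 and 57855543 to 57859818) and 1 on chromosome 14 (67231622 to 67231997). Cufflinks could have split reads between such copies, so their FPKM were also summed. The sum was 103383 ± 81819.7 FPKM (SD, n = 10) in milk fat, 3793 ± 1292 FPKM (SD, n = 12) in milk cells and 1708 ± 371 FPKM (SD, n = 6) in mammary biopsies. This was 8.90% of the summed FPKM in milk fat, 0.359% in milk cells and 0.172% in biopsies. The lowest milk fat sample had 26029 FPKM and the highest sample of the other two types had 7263 FPKM. Each transcript was called by limma against both types and was higher in milk fat in 6 of 6 animals, hence in each pool. The log2 fold changes from biopsies to milk fat lay between 4.84 (standard error 0.37, adjusted p = 4.52e-07) and 5.81 (standard error 0.38, adjusted p = 1.05e-07), and those from milk cells to milk fat between 4.12 (standard error 0.38, adjusted p = 4.31e-05) and 4.91 (standard error 0.40, adjusted p = 2.13e-05). The levels in milk fat samples ranged up to 311416 FPKM, with a median of 83495 FPKM.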

The milk fat fraction contained an abundance of mRNA for perilipin 2, a protein that coats lipid droplets [49] and is involved in milk fat globule formation [50-54]. Surprisingly, non-coding RNAs were also among these top transcripts and appeared to be enriched in milk fat relative to other sample types. 

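The 6 non-coding RNA transcripts matched to Tables 1 to 3 are 75 to 94 bases long, shorter than the 100-base reads, a length at which FPKM depend strongly on how the length is corrected. Their summed level was 61026 ± 104927 FPKM (SD, n = 10) in milk fat, 21437 ± 8155 FPKM (SD, n = 12) in milk cells and 6403 ± 1343 FPKM (SD, n = 6) in biopsies. A single sample decided the mean in milk fat: the day 30 sample of M6 had 354886 FPKM, and without it the mean was 28375 ± 19807 FPKM (SD, n = 9). The medians were 22397 FPKM in milk fat and 20618 FPKM in milk cells. Against biopsies, 5 of the 6 transcripts were called higher in milk fat by limma, each in 6 of 6 animals and so in each pool, with log2 fold changes between 2.62 (standard error 0.58, adjusted p = 0.00205) and 4.04 (standard error 0.63, adjusted p = 0.000166). The sixth, on chromosome 2 of rheMac2 (123178536 to 123178615), was lower in milk fat in 6 of 6 animals, by log2 fold changes of -1.93 against biopsies (standard error 0.44, adjusted p = 0.00257) and -1.67 against milk cells (standard error 0.43, adjusted p = 0.00851). Against milk cells, the 5 others had log2 fold changes between 0.71 and 1.17 with limma adjusted p from 0.0808 to 0.323, and each was higher in milk fat in 4 of 6 animals. With every technical run as its own value, all 5 passed the threshold, with adjusted p from 0.000939 to 0.0228. Single transcripts also passed it when M3 or M5 was left out (adjusted p of 0.0388 without M3, and of 0.0416 and 0.0223 without M5) and 1 of them, ENSMMUT00000052947, when the 3 types were fitted together (0.0486).

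**Figure D1:**
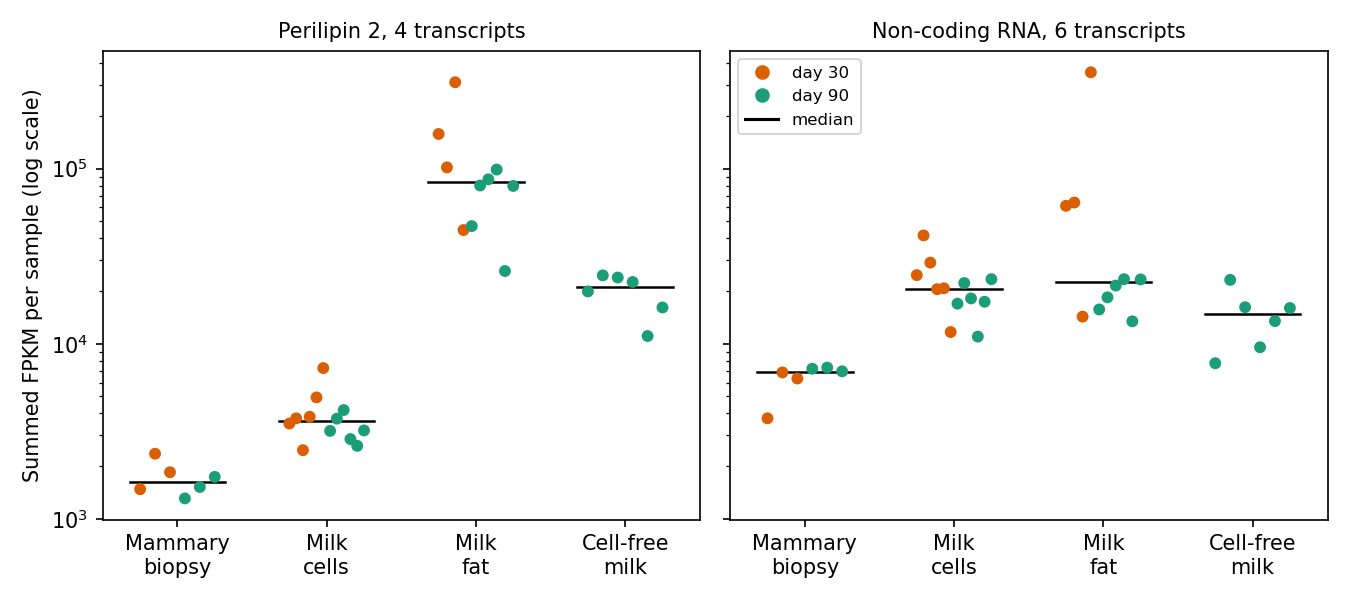
Summed FPKM of the 4 PLIN2 transcripts and of the 6 non-coding RNA transcripts in each sample, on a logarithmic axis, by sample type; orange points are day 30, green points day 90, and black lines are medians. The day 30 milk fat sample of M6 is the highest non-coding RNA point, at 354886 FPKM.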

Further inspection of these non-coding RNAs by BLAST against the NCBI database revealed homology to human ribosomal RNAs.

### Correlation of the milk and mammary transcriptomes

We hypothesized that milk fat samples, if dominated by exosomal RNA arising from milk-producing cells, would yield transcriptomes with greater similarity to each other compared with other sample types with more heterogeneous sources of RNA. To test this hypothesis, a Spearman’s correlation for all gene expression data was computed between every possible pair of macaque samples. Samples from the same tissue type were highly correlated with each other (Figure 7). 

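Spearman correlations were computed over all 42701 transcripts between the samples, after the technical runs had been averaged. These are correlations across transcripts, which are not independent replicates, so types were compared through the animals. The mean correlation was 0.914 ± 0.00970 (SD over 15 pairs of samples) among mammary biopsies, 0.922 ± 0.00846 (66 pairs) among milk cells and 0.927 ± 0.00600 (45 pairs) among milk fat samples. Between types, it was 0.856 for milk fat with biopsies, 0.869 for milk cells with biopsies and 0.906 for milk fat with milk cells. Among samples of different animals, the correlation was 0.917 within a sequencing pool and 0.913 between pools for biopsies, 0.920 and 0.922 for milk cells, and 0.927 and 0.925 for milk fat. Keeping only transcripts with a mean FPKM of at least 1 moved the means within biopsies and milk cells to 0.867 and 0.873, and Pearson correlation of log2(FPKM + 1) moved that within milk fat to 0.972.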

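Pairs of samples that share an animal are not independent, so each animal's mean correlation with the other animals' samples of the same type was compared between types. Averaged over the 6 animals, it was 0.0114 ± 0.00341 (SD) higher in milk fat than in mammary biopsies and higher in 6 of 6 animals (exact sign-flip permutation test, two-sided p = 0.03125, the smallest p that 6 animals allow, and adjusted p = 0.0469 over the 3 comparisons of types). It was 0.00421 ± 0.00370 (SD) higher in milk fat than in milk cells and higher in 5 of 6 animals, the exception being M4 (exact p = 0.0625, adjusted p = 0.0625). The difference between milk fat and milk cells passed 0.05 before adjustment when only transcripts with a mean FPKM of at least 1 were used (0.0465, exact p = 0.03125) and with Pearson correlations of log2(FPKM + 1) (0.0164, exact p = 0.03125). It was 0.00238 when M2 was left out and at most 0.00676 when another animal was. Within pools, milk fat samples of different animals correlated at 0.927 in pool 2 (4 pairs), 0.922 in pool 3 (2 pairs) and 0.932 in pool 4 (2 pairs), and milk cell samples at 0.916, 0.925 and 0.920 (4 pairs each), so that the order was the other way round in pool 3, which holds M3 and M4. Biopsies correlated at 0.924 in pool 2 (1 pair) and at 0.914 in pool 3 (3 pairs), and pool 4 held 1 biopsy.

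**Figure D2:**
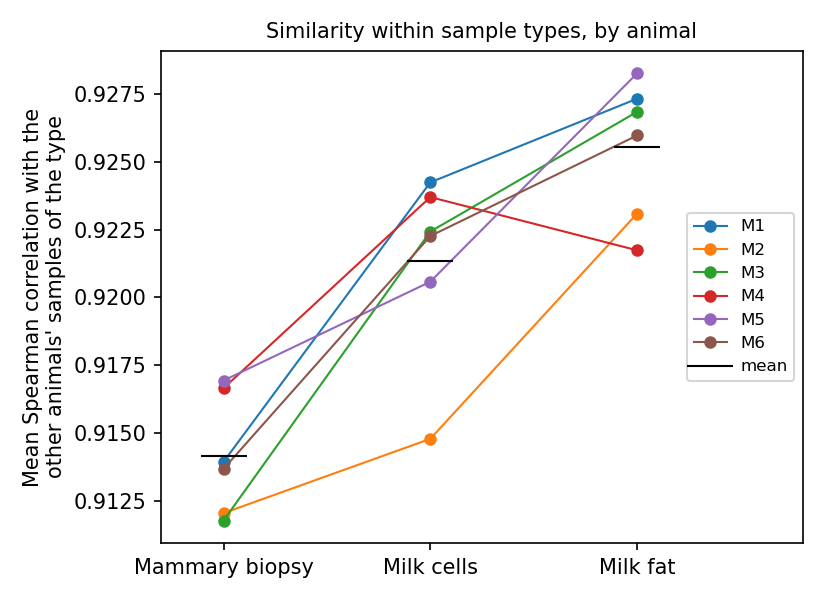
Mean Spearman correlation of each animal's samples with the other animals' samples of the same type, for each sample type; lines join the values of one animal and black bars are means over the 6 animals. In milk fat M4 has the lowest value, 0.922, below its value of 0.924 in milk cells.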

Based on *t*-tests, the transcriptomes derived from milk fat were more highly correlated with each other (mean, 0.934) than those derived from mammary biopsy (mean, 0.919; *p* = 2.39e-69) or milk cell samples (mean, 0.922, *p* = 1.22e-145). The slightly higher correlation of milk cell samples with each other, compared with mammary biopsy samples, was also significant (*p* = 1.47e-05). 

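By the same measure, milk cells correlated more highly than biopsies by 0.00716 ± 0.00335 (SD over animals), in 6 of 6 animals (exact sign-flip permutation test, two-sided p = 0.03125, adjusted p = 0.0469). With transcripts of a mean FPKM of at least 1, the difference was 0.00362 (exact p = 0.594), and with Pearson correlations it was 0.00802 (exact p = 0.0625). Over transcripts above 0 in at least 1 of the 28 samples, chosen after the values were seen, it was 0.0159, and over single technical runs 0.0115, each in 6 of 6 animals (exact p = 0.03125). Division of the correlations of single runs by that between technical runs of a sample, a choice made after the values were seen, left 0.00198 (exact p = 0.375). Within pool 2, milk cells correlated less highly than the 1 pair of biopsies there, and within pool 3 they correlated more highly than the 3 pairs of biopsies. The paper reasons beforehand that milk fat, if dominated by exosomal RNA from milk-producing cells, would give transcriptomes more similar to each other than sample types with more heterogeneous sources of RNA.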

The non-overlapping notches of the boxplots also suggest that the medians were significantly different [55]. 

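The sample closest to each of the 28 samples by Spearman correlation was of its own type for all biopsies, milk cell and milk fat samples: 0 milk cell samples were closest to a milk fat sample, 0 to a biopsy, 0 milk fat samples to milk cells and 0 biopsies to a milk sample. These counts were the same with transcripts of a mean FPKM of at least 1 and with Pearson correlations. The lowest animal mean correlation with the other animals of its type was 0.912 in biopsies (M3), 0.915 in milk cells (M2) and 0.922 in milk fat (M4), and the highest were 0.917, 0.924 and 0.928.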

In all cases, the transcriptome derived from each sample was highly similar to samples of the same type with the highest consistency occurring among milk fat samples.

**Figure 7:**
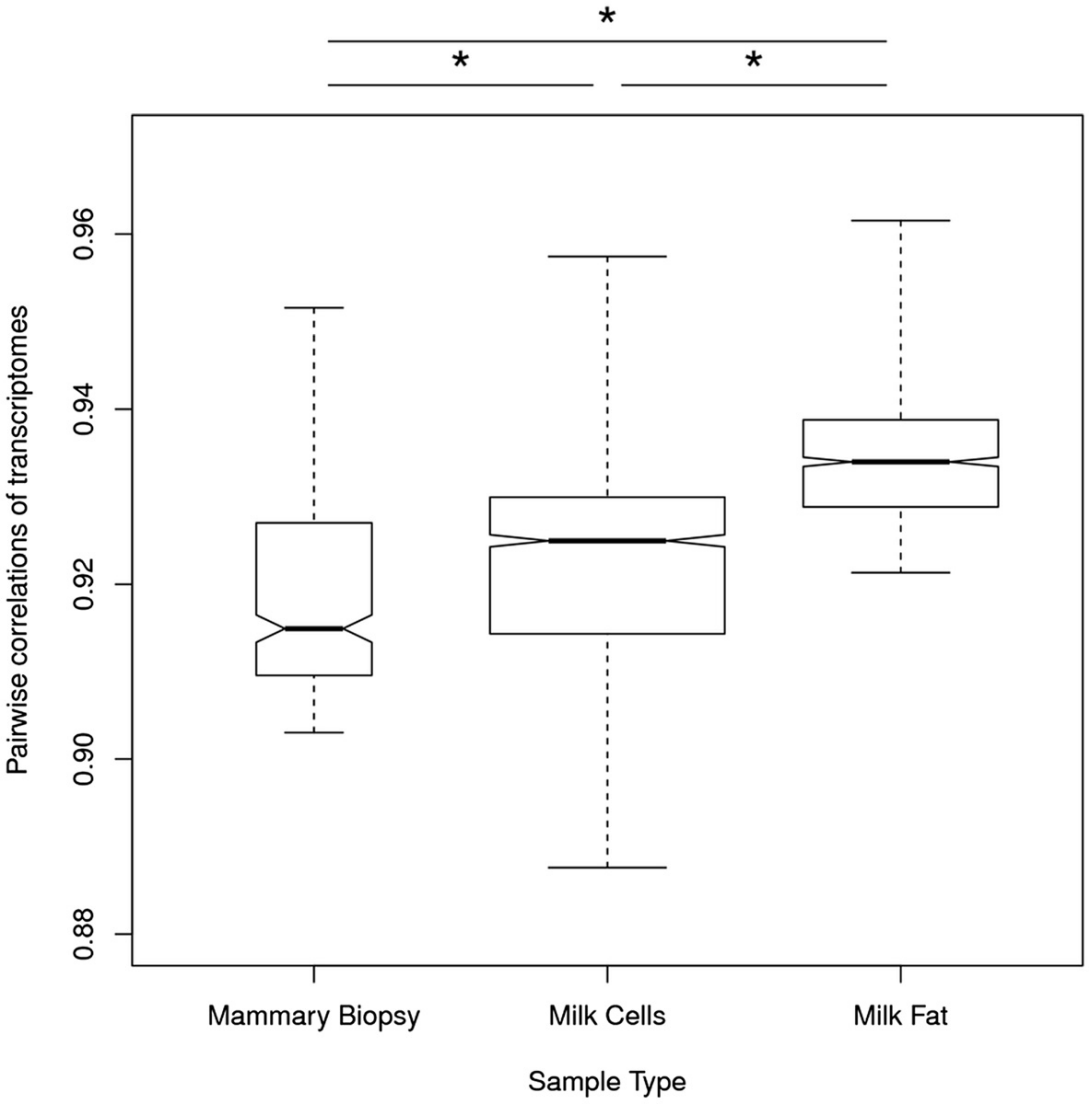
**Transcriptome homogeneity within sample types.** Transcriptomes derived from samples of the same type (mammary biopsy, milk cells, or milk fat) were compared with other samples of the same type using a Spearman’s correlation. The boxplot summarizes the findings by sample type. The upper and lower bounds of each box denote the first and third quartiles of the data, the dark horizontal line within each box denotes the median value, and the whiskers extend to the minimum and maximum values. The width of each box is proportional to the square root of the samples size. Asterisks denote statistical significance (*p* < = 0.05).

We next investigated the similarity of whole transcriptomes derived from the same animal, but different sample types (milk fat, milk cell, or mammary biopsy). To compare whole transcriptomes among sample types in the same animal, Spearman’s correlations were again computed and used to cluster the samples by similarity (Figure 8). Biopsy and milk samples clustered distinctly from each other. However, some milk cell samples were more similar to milk fat samples than they were to other milk cell samples. 

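Average-linkage clustering on 1 minus the Spearman correlation was applied to the 28 samples of the 3 types, since the text of the paper does not name the linkage. The first split set the 6 biopsies apart from the 22 milk samples. It did so as well with complete linkage, with transcripts of a mean FPKM of at least 1 and with Pearson correlations. Biopsies and milk samples were present in each of the 3 pools, and the branch of biopsies held samples of all 3 pools.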

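Of the 12 milk cell samples, 9 had a milk fat sample with a higher Spearman correlation than their least similar milk cell sample, and 3 had one above their median correlation with the other milk cell samples. Under these correlations, 0 of the 12 correlated more highly on average with milk fat samples than with the milk cell samples of other animals. In the clustering of milk samples, the 10 milk fat samples formed a branch of their own. With transcripts of a mean FPKM of at least 1, the first split among the 22 milk samples instead set apart 3 milk cell samples, those of M2 from both days and that of M5 from day 30, the counts above were 11 and 6, and 1 of the 12 was closer on average to milk fat.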

Although all milk fat samples from the same macaque clustered together, this was not true for all milk cell samples. Specifically, some milk cell samples taken from the same macaque, but at different time points, clustered more with samples from a different macaque. 

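The day 30 and day 90 milk cell samples joined directly in the clustering for 5 of 6 animals. The exception was M5, whose day 30 sample joined the samples of M2. Of the 12 milk cell samples, 10 had the same animal's sample of the other day as the closest milk cell sample. These counts depended on the transcripts used: with a mean FPKM of at least 1, or with Pearson correlations, 1 of 6 animals had samples that joined directly and 3 of 12 samples were closest to the same animal's. Both days of an animal were in the same sequencing pool, which also held both days of another animal.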

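Among samples of different animals, milk cell samples of the same day had a mean Spearman correlation of 0.923 and those of different days 0.919, a difference of 0.00391 (exact permutation of days within animals, one-sided p = 0.03125, the smallest p it allows, and adjusted p = 0.0938 over the 3 sample types). In milk fat the difference was 0.00114 (exact permutation, one-sided p = 0.195, smallest possible 0.00476, adjusted p = 0.293) and in biopsies 0.000117 (exact permutation, one-sided p = 0.3, smallest possible 0.1, adjusted p = 0.3). The 210 permutations in milk fat moved days over all samples and not within animals, although 4 animals gave both days. The p in milk fat therefore ignores the pairing and cannot be set beside that in milk cells. Of the 12 milk cell samples and the 10 milk fat samples, 2 each had a sample of the same day as the closest of their type. For milk cells this number was 8 when transcripts with a mean FPKM of at least 1 were used. Each pool held 2 milk cell samples of each day.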

Whole transcriptomes derived from different time points of the same sample type did not cluster together (Figure 8). Other factors such as inter-individual or sampling differences created greater transcriptome variation than day of lactation. Among milk fat samples, but not milk cell samples, transcriptomes from the same macaque clustered together regardless of time point. 

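All 4 animals with milk fat from both days had samples that joined directly in the clustering, with each linkage, set of transcripts and correlation tried. For 8 of their 8 samples, the closest milk fat sample was the same animal's from the other day. These animals were M1, M2, M3 and M6, and both samples of each were sequenced in one pool.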

Based on *t*-tests, the transcriptomes derived from milk fat samples from the same animal were more highly correlated with each other (mean, 0.935) than those derived from milk cell samples from the same animal (mean, 0.922, *p* = 5.625e-05). 

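The correlation between the days of the same animal was 0.939 ± 0.00154 (SD, n = 4 animals) in milk fat and 0.931 ± 0.00466 (SD, n = 6 animals) in milk cells. Samples from different animals and days correlated at 0.925 in milk fat and 0.919 in milk cells. The same-animal values were the highest among all assignments of animals in both types (exact permutation of animal labels, one-sided p = 0.00278 in milk fat and p = 0.00139 in milk cells, the smallest p possible, both with adjusted p = 0.00278). In the 4 animals with both days of both types, milk fat was higher by 0.00617 ± 0.00274 (SD), from 0.00410 to 0.0102 in the single animals (exact sign-flip permutation test, two-sided p = 0.125, the smallest p that 4 animals allow). The difference rose to 0.0465 with transcripts of a mean FPKM of at least 1, at the same p. The 4 animals were spread over the 3 pools, with 2 in pool 2 and 1 in each of the others.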

In summary, these correlation analyses suggest a slightly greater heterogeneity among samples of milk cells compared with milk fat.

**Figure 8:**
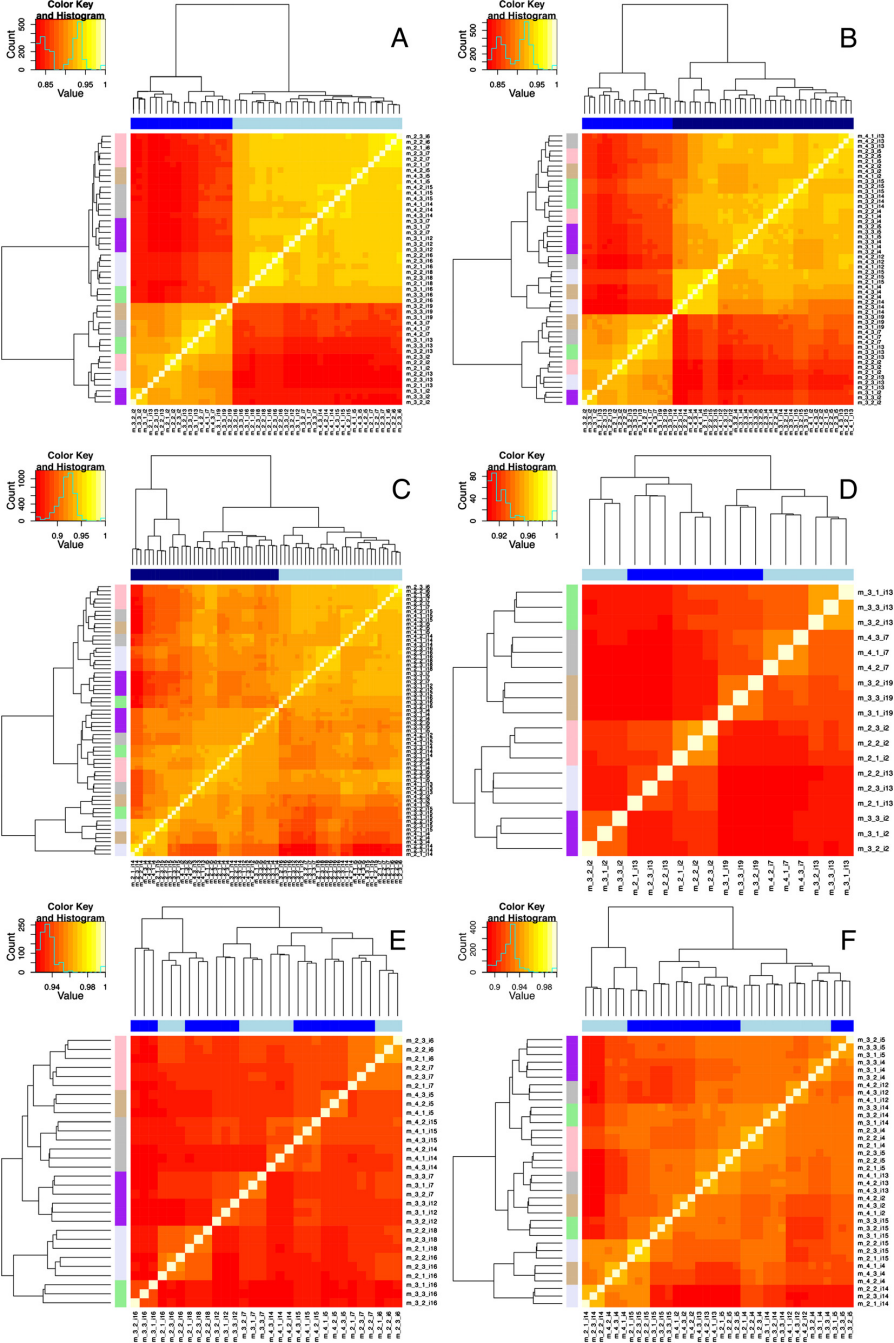
**Correlation of milk and mammary transcriptomes.** Each square in the heatmap represents the pairwise correlation of the sample listed in the row compared with the sample listed in the column. The shades of blue across the top of each heatmap correspond to sample type. The colors on the left side of each heat map correspond to each individual monkey. Both biological and technical replicates are shown. All technical replicates appear as clustered triplets in the dendograms. **(A)** Milk fat vs mammary biopsy samples; dark blue denotes biopsy, light blue denotes milk fat. **(B)** Milk cells vs mammary biopsy samples, dark blue denotes milk cell, light blue denotes milk fat. **(C)** Milk cells vs milk fat samples, dark blue denotes milk cell, blue denotes biopsy. **(D)** Mammary biopsy samples at day 30 and day 90. **(E)** Milk fat samples at day 30 and day 90. **(F)** Milk cells samples at day 30 and day 90. **(D–F)** Dark and light blue distinguish day 30 and 90 samples.

### Differentially expressed genes in the milk and mammary transcriptomes

RNA-Seq data is inherently heteroskedastic in that abundantly expressed genes have greater variance in expression than low abundance genes. Therefore, we applied a variance stabilizing transformation using the DESeq package in R before testing for differential expression (see Methods). Differentially regulated genes (*p* < 0.05 and > 3-fold change) were identified among macaque milk fat, macaque milk cell, and macaque mammary biopsies. 

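In the comparison of 6 biopsies with the averages of 6 animals' milk cells, 860 of 14172 transcripts were called by limma, of which 602 were higher in mammary biopsies and 258 higher in milk cells. Of these, 795 changed in the same direction in all 6 animals, and with pool as a batch term 846 were called. Pools held too few animals for a fit within each. The count moved most with the pseudocount: 1751 transcripts were called with 0.1 in place of 1. The transcript with the largest decrease, ENSMMUT00000032425 (chromosome 3, 122836027 to 122838120 of rheMac2), had 122 ± 84.2 FPKM (SD, n = 6) in biopsies and 0.0355 ± 0.123 FPKM (SD, n = 12) in milk cells, a log2 fold change of -6.78 (standard error 0.23, adjusted p = 3.35e-10). It was followed by ENSMMUT00000013054 (chromosome 9, 88515039 to 88532322), with a log2 fold change of -6.51 (standard error 0.27, adjusted p = 1.80e-09). The largest increases were those of ENSMMUT00000019492 (chromosome 1, 185383238 to 185392409), with 32.4 ± 16.5 FPKM (SD, n = 12) in milk cells against a level near 0 in biopsies and a log2 fold change of 4.70 (standard error 0.29, adjusted p = 6.26e-08), and of ENSMMUT00000038856 (chromosome 8, 134557301 to 134584401), with a log2 fold change of 3.96 (standard error 0.14, adjusted p = 3.13e-10). At levels this low, the fold change depends on the pseudocount. The files do not pair these identifiers with gene names.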

There were 2681 genes that were differentially regulated in mammary tissue and milk cells, where 1744 genes were expressed more in mammary tissue and 937 were higher in milk cells. These gene lists were tested for enrichment of clusters for biological process GO terms.

Transcripts upregulated in mammary tissue, relative to milk cells, included those associated with vasculature development, cell morphogenesis, regulation of cell mobility, cytoskeleton organization, wound healing, response to hormone stimulus, and regulation of cell adhesion. A complete list is provided in Additional file 4. These GO terms are consistent with those expected of the previously described heterogeneous cell types in mammary tissue functioning during lactation.

Transcripts upregulated in milk cells, relative to mammary tissue, were associated with chemotaxis, defense response, phosphorylation, calcium homeostasis, membrane organization and vesicle-mediated transport, apoptosis, regulation of interleukin-12 production, regulation of GTPase activity, regulation of biosynthetic processes, and regulation of cytokine production. Enrichment for these GO terms in milk cells highlighted that these cells are a heterogeneous population of immune and epithelial cells, as is widely accepted [56]. The “apoptosis” signature further suggested that some of these cells were dying, consistent with the appearance of dead cells in milk [57].

A comparison of mammary tissue and milk fat revealed 3174 genes that were differentially regulated. Of these, 2505 were higher in mammary tissue, and 669 were higher in milk fat. 

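Between biopsies and milk fat, 1242 of 13413 transcripts were called by limma, 827 of them, or 66.6%, higher in biopsies and the rest higher in milk fat. The direction was the same in all 6 animals for 1142 of the 1242, and 1263 were called with pool as a batch term, 823 and 440 in the 2 directions. Transcripts with low FPKM weighed on the direction: with a mean FPKM of at least 5, 648 transcripts were called, 289 higher in biopsies and 359 higher in milk fat. The transcripts with the largest decreases were ENSMMUT00000025316 (chromosome 6, 134881997 to 134885796 of rheMac2), with 238 ± 193 FPKM (SD, n = 6) in biopsies and 0.694 ± 0.262 FPKM (SD, n = 10) in milk fat and a log2 fold change of -6.90 (standard error 0.50, adjusted p = 2.70e-07), and ENSMMUT00000002604 (chromosome 6, 148100558 to 148112881), with a log2 fold change of -6.85 (standard error 0.54, adjusted p = 5.58e-07). Both were lower in milk fat in 6 of 6 animals. The largest increases were those of PLIN2 transcripts on chromosome 15.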

Upregulated genes in mammary tissue were associated with the same functions as described above. However, additional functions that were enriched in mammary tissue relative to milk fat included immune-specific functions, such as thymic T-cell selection, regulation of immune system processes, and regulation of acute inflammatory responses (Additional file 4). These findings confirmed that milk fat, relative to mammary tissue, was depleted of immune cells.

For the remaining 669 genes that were upregulated in milk fat relative to mammary tissue, there were no significant biological process GO terms that were enriched. After expanding the enrichment analysis to include all annotation types, three annotation clusters were significant—mitochondrion, oxidative phosphorylation (*p* = 1.1E-8), methyltransferase (*p* = 0.003), and intracellular membrane-enclosed lumen (*p* = 0.004). The intracellular membrane-enclosed lumen refers to an “enclosed volume within a sealed membrane or between two sealed membranes.” The RNA extracted from milk fat is theoretically derived from crescents of cytoplasm trapped between the two lipid bilayers of a double membrane surrounding the fat globule. These results confirmed that the milk fat was enriched with RNA derived from crescents of cytoplasm.

On comparing milk cells with milk fat, there were 1106 genes that were differentially regulated. Of these, 1050 genes were more abundant in milk cells, and 56 were higher in milk fat. 

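Between milk cells and milk fat, limma called 222 of 13521 transcripts, 145 higher in milk cells and 77 higher in milk fat. With pool as a batch term the numbers were 143 and 77, and 219 of the 222 changed in the same direction in all 6 animals. With a pseudocount of 0.1, 754 were called, 559 higher in milk cells and 195 higher in milk fat. With FPKM summed over overlapping transcripts, which was chosen after the data had been examined, 100 of 10118 features were called, 88 higher in milk cells and 12 higher in milk fat. ENSMMUT00000019492, also among those highest in milk cells against biopsies, was higher in milk cells than in milk fat with a log2 fold change of -4.70 (standard error 0.28, adjusted p = 2.30e-06) and a mean in milk fat of 0.00115 FPKM. ENSMMUT00000026449 (chromosome 14, 8929586 to 8929753 of rheMac2) had 131 ± 85.1 FPKM (SD, n = 12) in milk cells and 5.53 ± 4.31 FPKM (SD, n = 10) in milk fat, a log2 fold change of -4.20 (standard error 0.40, adjusted p = 4.63e-05). Both were lower in milk fat in 6 of 6 animals.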

Genes that were upregulated in milk cells, relative to milk fat, were involved in defense response, chemotaxis, regulation of the immune system, regulation of cytokine production, activation of leukocytes and lymphocytes, and other immune-related functions. “Apoptosis” was similarly enriched among milk cell transcripts (Benjamini *p* = 0.0004), suggesting that the milk cell pellet contained some dying cells. There were no significantly enriched GO terms associated with transcripts that were more abundant in milk fat.

Transcriptomes were also compared by lactation stage for each sample type. 

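Between day 30 and day 90, limma called 0 of 13762 transcripts in mammary biopsies (3 animals against 3), 0 of 12609 in milk fat (4 samples against 6) and 13 of 13815 in milk cells (6 against 6), of which 2 were higher at day 30 and 11 at day 90. At an unadjusted p under 0.05, there were 440 transcripts in biopsies, 661 in milk fat and 4058 in milk cells. The count in milk cells moved most without the fold threshold, to 711 (220 higher at day 30 and 491 at day 90). With animal as a block as well, a combination chosen after the data had been examined, it was 3460. Of these, 1852 were higher at day 30 and 1608 at day 90, so the lean to day 90 was not kept there. The count was 0 of 13815 in FPKM as deposited (3171 at an unadjusted p under 0.05). With the threshold and animal as a block, 25 transcripts were called in milk cells and 1 in milk fat. With pool as a batch term, which was chosen after the data had been examined, 0 were called in milk cells (3960 unadjusted), 0 in milk fat (945 unadjusted) and 0 in biopsies (517 unadjusted). Single animals decided the count in milk cells: it was 0 without M1, M2, M5 or M6 (3020, 3412, 2769 and 2565 unadjusted), 33 without M3 and 13 without M4. In biopsies it was 12 without M3, 3 without M6 and 1 without M1, and in milk fat 2 without M3. The biopsies of day 30 and day 90 came from different animals, and all those of pool 2 were from day 90.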

In mammary tissue, milk fat, and milk cell samples, there were 81, 48, and 247 genes, respectively, that were differentially regulated between day 30 and day 90. GO analysis was not fruitful due to the low number of genes in these lists. Consistent with the correlation analyses, stage of lactation appeared to have a larger impact on the milk cell transcriptome compared with other sample types.

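The difference between sample types in the effect of the day was tested in the 4 animals with both days of milk cells and of milk fat. As an interaction of day and type in limma, 0 of 13521 transcripts had an adjusted p under 0.05, the lowest being 0.151, and 3547 had an unadjusted p under 0.05. In milk cells of the same animals and days as the milk fat samples, 9 transcripts were called between the days and 3712 had an unadjusted p under 0.05. In those of the same animals and days as the biopsies, 0 were called and 3254 had an unadjusted p under 0.05. Both restrictions were chosen after the data had been examined. Each animal gave 1 biopsy, so the days of the biopsies are in different animals. Whether the effect of the day differed between milk cells and biopsies was not tested. From the larger number of genes in milk cells, together with the correlations, the paper proposes that the stage of lactation affected the milk cell transcriptome more than those of the other sample types.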

Overall, the GO analyses supported that mammary tissue was a heterogeneous mixture of epithelial and stromal cells, milk cell fractions were a heterogeneous mixture of immune cells and epithelial cells, and that milk fat fractions were enriched with RNA of mammary epithelial cell origin.

## Discussion

Even with the guidance of lactation consultants, some mothers are unable to produce enough milk for their infants. This problem is pervasive in the U.S., with nearly 90% of mothers failing to meet the recommended duration of exclusive breastfeeding. While a variety of cultural, social, and economic factors influence breastfeeding duration, at least some of the inability to produce enough milk is expected to have a biological basis. In 2011, the U.S. Surgeon General issued a Call to Action to understand the causes of insufficient milk supply [58]. A non-invasive assay is much needed to identify and develop treatments for biological and physiological sources of insufficient milk production in lactating mothers. In the current study, we used a non-human primate model to validate whether a non-invasive milk-based assay could be used to track gene expression in milk-producing cells. When milk fat is secreted, cytoplasmic crescents containing RNA from the milk-secreting cell are carried into the milk. We found that rhesus macaques, like humans, released cytoplasmic crescents of RNA into their milk and that the RNA therein was representative of RNA from milk-producing mammary epithelial cells.

When the milk is separated into fractions, the fat layer is expected to contain the RNA from cytoplasmic crescents that were secreted by milk-producing mammary epithelial cells. Evidence for the use of this exosomal RNA extracted from milk fat as a replacement for mammary biopsies includes microscopic study and transcriptomic analysis. Patton and Huston [22] provided visual evidence of cytoplasmic crescents using fluorescence microscopy and AO. We extended their work using advanced imaging methods, whole slide scanning, and a quantification algorithm to determine the exosomal and cellular sources of RNA in milk. Our transcriptome results also confirmed the presence of cytoplasmic crescents in macaque milk, where the transcriptome from the milk fat fraction was enriched in mammary epithelial-specific transcripts and depleted of stromal and immune cell-specific transcripts. Given that macaque milk has a higher percentage of cellular RNA and lower percentage of exosomal RNA in whole milk, it can be surmised that human milk would be even more amenable to isolation of cytoplasmic crescent RNA from milk fat. Fortunately, our study confirmed the validity of prior work in which RNA was extracted from human milk fat to assess the transcriptome of milk production [19-21,26].

A limitation of our study is that all sample types—mammary tissue, milk fat, and milk cells—were confounded by the presence of multiple cell types (Figure 5). In particular, it is nearly impossible to discern whether the transcriptomic signatures of epithelial origin in milk fat arise from cytoplasmic crescents secreted by milk-producing cells *in vivo* or from exfoliated epithelial cells. However, the greater abundance of KRT8, and not KRT5, suggests that the milk fat fraction uniquely contained RNA arising from milk-producing cells, rather than other epithelial cell types. Also, the presence of apoptotic signatures in the milk cell fraction, but not the milk fat fraction, further suggests that the epithelial signatures in the milk fat fraction derived from cells *in vivo*, rather than dying exfoliated cells.

Each sample type—mammary tissue, milk fat, and milk cells—has its own place in research settings. The advantages and disadvantages of each sample type as an RNA source are summarized in Table 4. Mammary tissue will be required when the nuclei of mammary epithelial cells is desired, in which case such cells can be isolated through enzymatic dissociation or laser capture micro-dissection. Milk fat samples provide RNA from the cytoplasm of mammary epithelial cells without the invasiveness, cost, or inconvenience of a mammary biopsy. In macaques and humans [21], the collection of RNA from the milk fat layer has several advantages, including abundant mammary epithelial RNA, minimal stromal or immune cell RNA, and high reproducibility when samples are taken from the same subject. The primary disadvantage of using RNA from milk fat samples appears to be its vulnerability to degradation, although in our study, this was only observed in human samples.

**Table 4:** Advantages and disadvantages of sample type as RNA source

**RNA source**	**Advantages**	**Disadvantages**
Mammary tissue	Can isolate specific cells	Invasive
Milk cells	Non-invasive	Heterogeneous cell population
	Epithelial cell signature	Some dying cells
	Relatively stable RNA	Sensitive to infection, inflammation
Milk fat	Non-invasive	RNA vulnerable to degradation
	Epithelial cell signature	
	No/low stromal or immune cell signature	

Degradation of RNA due to processing time was not significantly different among macaque samples, despite processing delays similar to those for the human collections. The different effect of processing time between human and macaque samples may reflect differences in sample handling due to the involvement of human participants versus the controlled conditions of the primate center. Intriguingly, there was no difference in RNA degradation in macaque milk collected after 10 min or 4 hr of accumulation, suggesting that degradation of milk fat RNA may not occur within the mammary gland during accumulation periods as long as 4 hr. This is unexpected because the mRNA degrades quickly post-collection; in our study, differences in transport and processing times as small as 30 to 60 min negatively affected RNA quality.

As could be expected, cells in macaque milk appeared to be a heterogeneous population of both immune and epithelial cells. The enrichment of the “apoptosis” GO term among transcripts suggested that at least some of these cells were dying, as was observed in other studies of exfoliated mammary epithelial cells [59]. There was also a question of reproducibility given the lower correlations of milk cell transcriptomes in samples from the same subject. RNA derived from milk cells was also slightly more sensitive to lactation stage. However, RNA from cells in milk was more resistant to degradation. Thus, in field conditions in which fast collection and processing of a milk sample to preserve RNA is not possible, it would be preferable to use RNA from cells in whole milk instead of milk fat. However, attention must be given to conditions such as infection, non-infectious inflammation, and stage of lactation that can perturb populations of cells in milk.

The presence of multiple epithelial cell types in milk cell fractions opens the door to potential breast cancer diagnostics in lactating women. This is particularly important because breast cancers diagnosed within five years of pregnancy have a poorer prognosis [60] with a peak mortality rate associated with cancers diagnosed at 4 to 7 months postpartum [61-63], precisely when women may still be breastfeeding. Our analysis of cell marker-associated transcripts from cells in milk (Figure 5) suggests that populations of epithelial cells in milk are heterogeneous and are not just milk-secreting epithelial cells. For the purposes of diagnostics, access to additional cell types in the pelleted milk cells is advantageous because breast cancers can arise in several different cell types. Along these lines, Brown et al. [27] described DNA methylation patterns in epithelial cells extracted from milk cell pellets as potential biomarkers of breast cancer. Transcriptional profiles of pelleted milk cells from lactating women with breast cancer offer another avenue for biomarker discovery.

Our findings for humans and macaques may not be readily extendible to other species such as the dairy cow given that the incidence of cytoplasmic crescent formation is species-specific. Compared with humans and macaques, cows secrete fewer cytoplasmic crescents of RNA into their milk [22,23]. Thus, one would expect a lower percentage of mammary epithelial cell-derived RNA in the fat fractions of milk from cows compared with primate milks. Additional studies involving bovine tissues and milk samples will be needed to determine the validity of this assay for dairy science.

Our observation that humans produced cytoplasmic crescents at a slightly higher rate than rhesus macaques begs questions as to its functional significance. Three proteins are believed to coordinate the formation of milk fat globules—xanthine oxidoreductase, butyrophilin, and adipophilin [51]. A phylogenetic analysis of these genes and their regulatory regions together with quantitation of cytoplasmic crescent formation may yield the genetic basis for variation in cytoplasmic crescent incidence. Given that human milk-producing cells lose such a large amount of cytosol during milk secretion, one might speculate that this serves an important biological function. One possible function would be the transfer of microRNA from mother to offspring [64,65]. Arguments against important functionality of cytoplasmic crescents include the large variation among individuals (Figure 2A) and the high incidence of variation in certain non-human species such as goats [24].

This study presents evidence for the use of lactating rhesus macaques as a model for human lactation. We confirmed that cytoplasmic crescents are secreted in macaque milk, can be isolated in the milk fat fraction, and that ample sequence-quality RNA can be obtained from macaque milk fractions. Both the milk and mammary-derived transcriptomes suggested that the process of milk production in macaques matches expectations of biological function. Developmental and hormonal responses of mammary glands in macaques show a high degree of similarity to those of the human breast [66]. We confirmed that histology of the mammary glands in rhesus macaques resembles normal human mammary tissue during lactation. Recent studies also validated the infant macaque as a model for human infant metabolism [67,68]. Thus, macaque mother-infant dyads provide a unique model to study milk production and consumption, and the consequences of early life experiences.

## Conclusions

Milk sampled from humans and macaques provided an accurate and convenient means to assess the transcriptome of milk-producing mammary epithelial cells. Total RNA extracted from macaque milk provided an even better representation of RNA from mammary epithelial cells than did RNA from whole mammary tissue. Mammary epithelial-specific transcripts were more abundant in milk fat samples, whereas non-epithelial transcripts associated with stromal cells were more abundant in biopsied mammary tissue. For the study of the transcriptome of milk-producing cells in primates, we suggest that milk trumps mammary tissue because RNA from milk fractions, especially milk fat, is highly enriched with transcripts specifically arising from milk-producing cells. The findings from rhesus macaques should extend to humans, who secrete cytoplasmic crescents into their milk at slightly higher rates and with fewer somatic cells. In summary, we validated the use of RNA extracted from human and macaque milk and provided evidence to support the use of lactating macaques as a model for human lactation.

## Availability of supporting data

The raw sequencing data and processed data have been deposited in NCBI’s GEO database, accession GSE49765. Detailed protocols, algorithms, and processed data are provided as Additional file 1, Additional file 2, Additional file 3 and Additional file 4.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DGL designed research; DGL, RCH, SRH, KH, JTS, FV, KAS, JWSL, AI-T, and PIG conducted research; all authors analyzed data; DGL and RCH wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Milk processing protocols for human and macaque milk. Click here for file

Additional file 2 An explanation of the algorithm used to quantify globules and crescents by the Globulator software. Click here for file

Additional file 3 FPKM levels for each macaque transcript and each condition. Click here for file

Additional file 4 Complete gene ontology results. Click here for file

# Supplementary material for: Sequencing the transcriptome of milk production: milk trumps mammary tissue
**Source:** BMC Genomics. 2013 Dec 12;14:872. doi: 10.1186/1471-2164-14-872
**Supplement:** Additional file 1 — Milk processing protocols for human and macaque milk.

Human and Macaque Milk Processing Protocols

The following detailed protocols describe how to visualize and stabilize RNA from human and macaque milks. Cytoplasmic crescent visualization was adapted from Patton and Huston^1^. Milk fat isolation was adapted from the Haymond Lab at Baylor College of Medicine^2^. Milk cell isolation adapted from the Medrano Lab at UC Davis^3^.

Protocol: MFG Crescent Visualization

For immediate viewing:

1. Add 1 mL of 0.1 M phosphate buffer pH 6.8 to 1 mg acridine orange to make a 0.1% acridine orange solution.
2. For human milk,

Aliquot 1 mL of whole milk to a new tube

Add 100 uL of 0.1 % acridine orange solution

1. For macaque milk,

Aliquot 100 uL of WHOLE milk to a new tube

Add 10 uL of 0.1 % acridine orange solution

1. Incubate (wait) 5 minutes
2. Use a disposable pipette to put one drop on a slide. Seal coverslip with nail polish. Label slide.
3. View with fluorescent microscope. When acridine orange associates with RNA (cytoplasmic crescent), the excitation maximum is 460 nm (blue) and the emission maximum is 650 nm (red). When acridine orange associates with DNA (nucleated cell), the excitation maximum is 502 nm and the emission maximum is 525 nm (green).

Protocol: RNA Isolation from Whole Macaque Milk

Keep all samples on ice. Use Biosafety Level 2 procedures.

1. Turn on the centrifuge and set to 4 C, ~2311g. Pre-weigh 2mL “milk fat” tubes.
2. WEIGH all whole milk samples and RECORD.
3. Gently swirl/rock to get a good mixture, then use pipet-aid with serological tips to determine VOLUME and RECORD.
4. If whole milk is 10mL or less, transfer all to centrifuge tube. If more than 10mL, divide among centrifuge tubes.
5. Centrifuge the whole milk at 2311g for 10 min at 4 C.
6. When milk is done spinning, collect fat layer using a sterile spatula and transfer into 2mL “milk fat” tubes.
7. WEIGH and RECORD the 2mL tubes with fat.
8. Add 1.5mL Trizol to each 2mL tube.
9. From centrifuge tubes, remove skim fraction using a pipette.
10. Add 2-3 mL cold PBS to each centrifuge tube and gently pipette up and down until pellet is dislodged and pool all samples **of the same animal**.
11. Centrifuge cell suspension 2311g for 10min at 4 C.
12. Decant supernatant of the centrifuge tube.
13. Add 1mL TRIzol to pellet, pipet up and down to lyse cells, transfer.
14. Move all samples from ice to -80 C until further processing to extract and purify RNA.
15. Sterilize spatulas for future RNA work.

Protocol: RNA Isolation from Whole Human Milk

Keep all samples on ice.

1. Turn on the centrifuge and set to 4 C, ~2311g.
2. Remove foil from autoclaved glass beaker, weigh and record.
3. Remove foil from autoclaved glass cylinder. GENTLY pour all milk samples into the cylinder and record the volume.
4. GENTLY pour all milk sample into the beaker. Weigh and record.
5. GENTLY swirl the whole milk in the beaker to get a good mixture, then aliquot from the beaker using a pi-pump or pipet-aid with 10mL glass serological tips: aliquot 10 mL volumes into up to four 15 mL centrifuge tubes and keep on ice.
6. Centrifuge the four tubes at 2311g for 10 min at 4 C.
7. Weigh and record the empty 2mL tubes that are labeled for milk fat.
8. When milk is done spinning, transfer supernatant fat layer from each tube using sterile spatula to 2mL tubes labeled for milk fat.
9. Weigh and record the 2mL tubes with fat.
10. IN THE HOOD, add 1mL Trizol to each 2mL tube, homogenize by shaking/vortexing/pipetting, incubate for 5 min, then store at -80 C.
11. Return to the centrifuge tubes, carefully decant the liquid of each
12. Add 2-3 mL PBS to each of the four centrifuge tubes and gently pipette up and down until pellet is dislodged and pool all four samples into one tube.
13. Add water to a second centrifuge tube and adjust volume using the balance.
14. Centrifuge the two tubes at 2311g for 10min at 4 C.
15. Decant supernatant of the centrifuge tube. Wipe residual fat off of tube sides with a tissue. (We used a kimwipe on the end of a sterile spatula)
16. IN THE HOOD, add 1mL TRIzol to the pellet and pipet up and down to lyse cells. Transfer to 2mL tube labeled for milk cell fraction.
17. Move all samples from ice to -80 C until further processing to extract and purify RNA.
18. Sterilize glassware and spatulas for future RNA work.

1. Patton S, Huston GE. Incidence and characteristics of cell pieces on human milk fat globules. Biochim Biophys Acta. 1988 May 12;965(2-3):146-53. PubMed PMID: 3365450.

2. Maningat PD, Sen P, Sunehag AL, Hadsell DL, Haymond MW. Regulation of gene expression in human mammary epithelium: effect of breast pumping. J Endocrinol. 2007 Dec;195(3):503-11. PubMed PMID: 18000312.

3. Wickramasinghe S, Rincon G, Islas-Trejo A, Medrano JF. Transcriptional profiling of bovine milk using RNA sequencing. BMC Genomics. 2012 Jan 25;13:45. doi: 10.1186/1471-2164-13-45. PubMed PMID: 22276848; PubMed Central PMCID: PMC3285075.

# Supplementary material for: Sequencing the transcriptome of milk production: milk trumps mammary tissue
**Source:** BMC Genomics. 2013 Dec 12;14:872. doi: 10.1186/1471-2164-14-872
**Supplement:** Additional file 2 — An explanation of the algorithm used to quantify globules and crescents by the Globulator software.

**Globulator Algorithm**

**
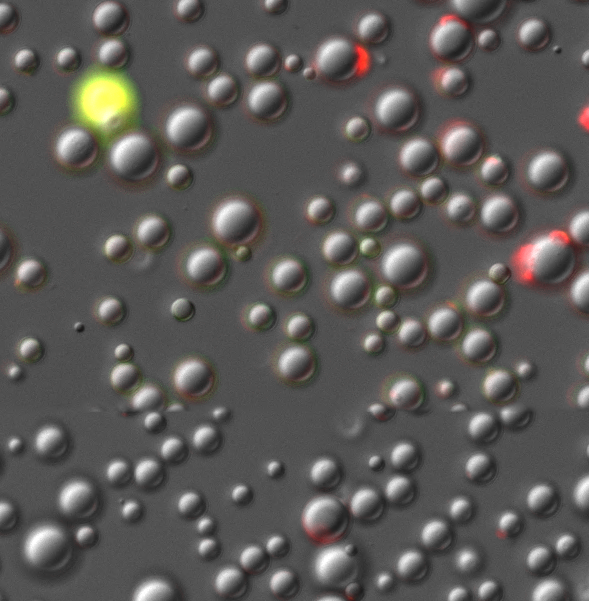

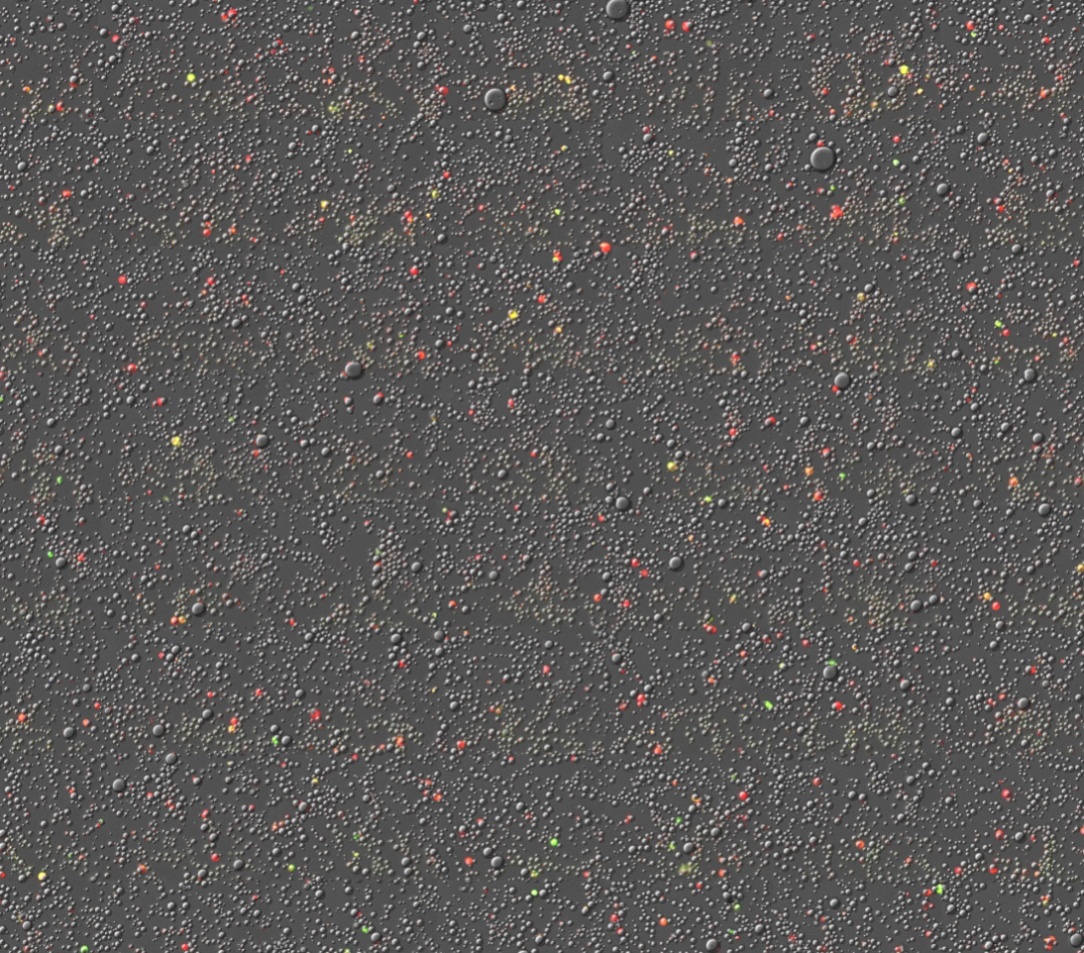
**

**B**

**A**

Globule with Crescent

Crescent

Globule without Crescent

Nucleated cell

**C**

**D**

**
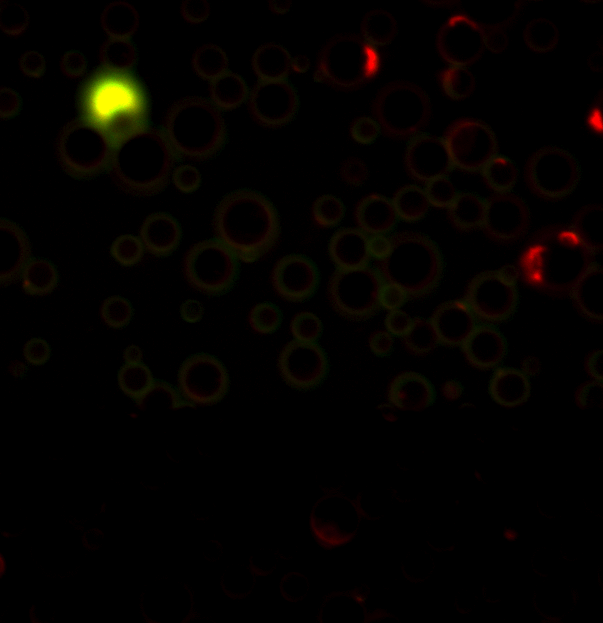

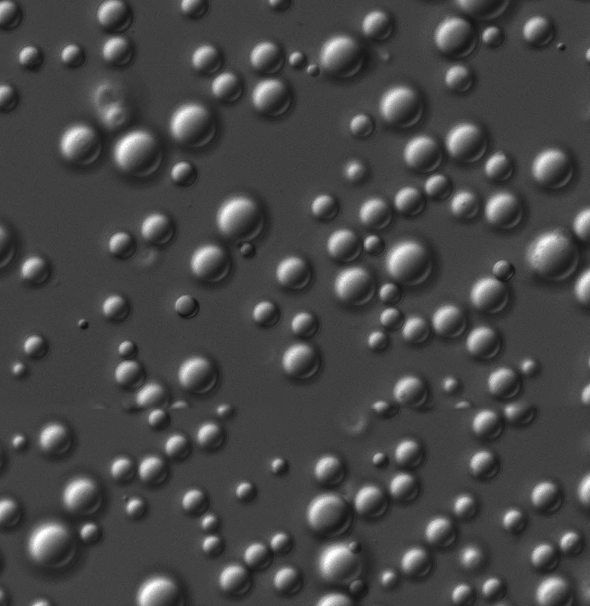
**

**1: Input slides of whole milk stained with Acridine Orange.**

Each whole milk slide contains three channels: 1) a differential interference contrast (DIC) image to view the fat globules, which look like gray bubbles, 2) a fluorescence channel for AO-RNA, and 3) a second fluorescence channel for AO-DNA. When acridine orange associates with RNA, the emission maximum is 650 nm (red). When AO associates with DNA, the emission maximum is 525 nm (green). Therefore, areas containing only RNA (e.g. cytoplasmic crescents) look red, only DNA look green, and both RNA and DNA (e.g. nucleated cells) look yellow. **(A)** An example composite whole milk slide which contains >20000 globules, crescents, and nucleated cells. **(B)** Close-up of sample input slide, showing crescents, globules with and without crescents, and nucleated cells. **(C)** DIC channel showing fat globules. **(D)** Fluorescence channel containing AO-RNA and AO-DNA showing crescents (red) and a nucleated cell (yellow-green).

**2: Capturing globule/crescent locations**

ImageJ can be set to automatically measure the (X,Y) coordinates and area of a region containing a desired color range. **(A)** DIC channel containing milk fat globules. Globules appear as white-grey bubbles, which overlap with the grey background color, therefore ImageJ is set to only measure the white region of the globule. The measured white portion is marked with red color. **(B)** Black outlines show the measured regions. The resulting globule area is an incomplete circle, which is later corrected. **(C)** Fluorescent channel containing AO-RNA and AO-DNA. Crescents are red, therefore only regions with red color are measured. The measured crescent is marked here with white color. **(D)** Black outlines depict the locations of crescents. Nucleated cells are also measured by yellow-green color and calculated independently.

**A**

**C**

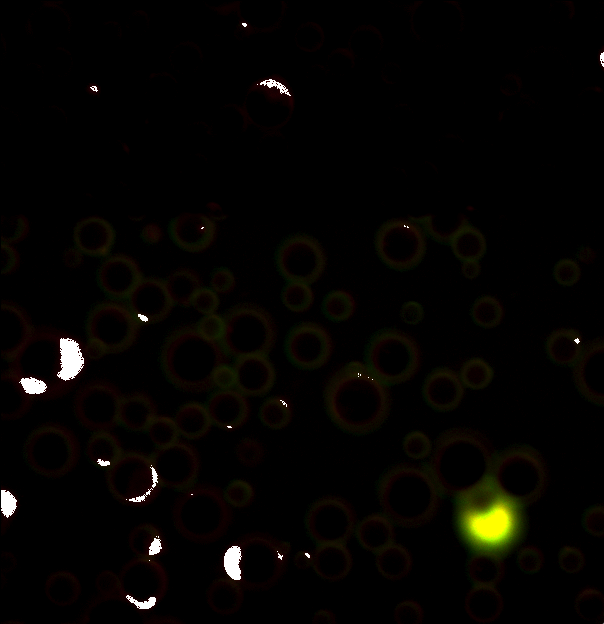

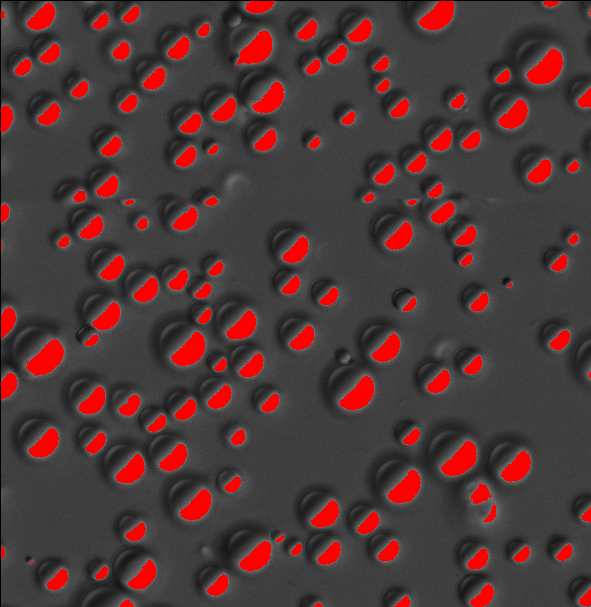

Measured Globule

**B**

**D**

Measured Crescent

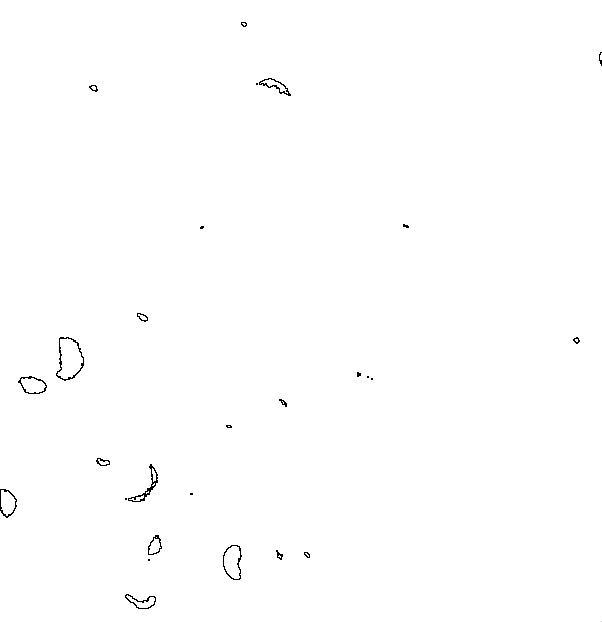

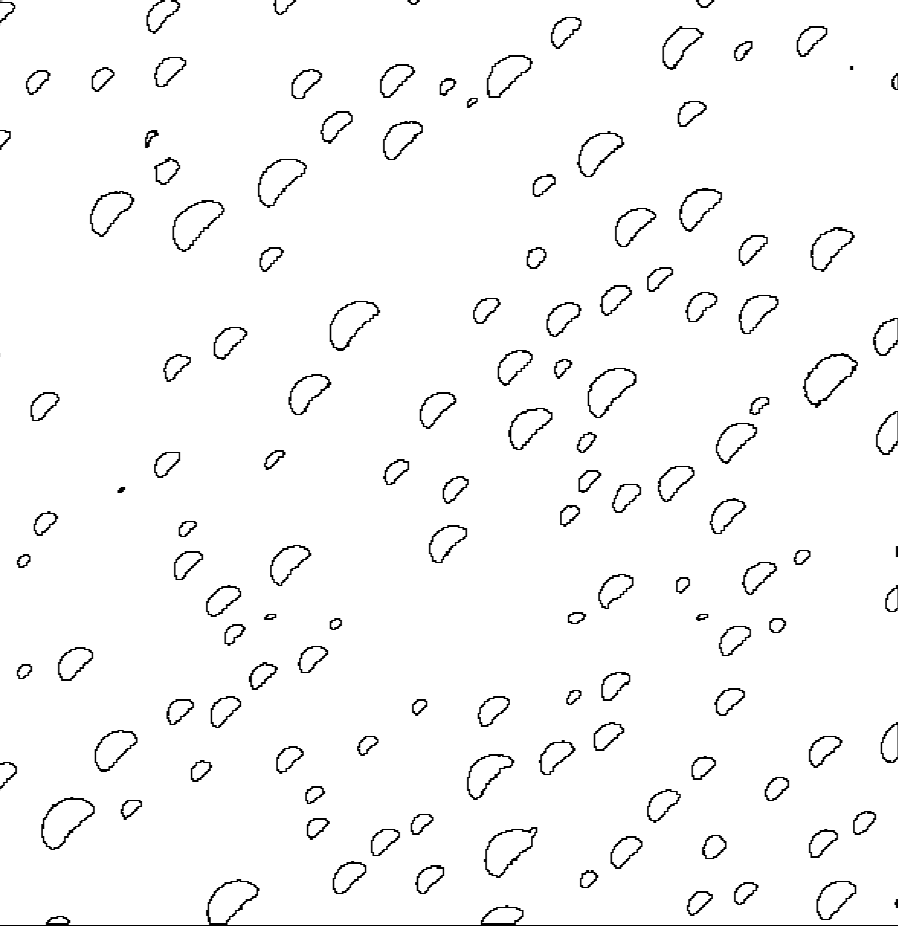

**C**

**B**

**A**

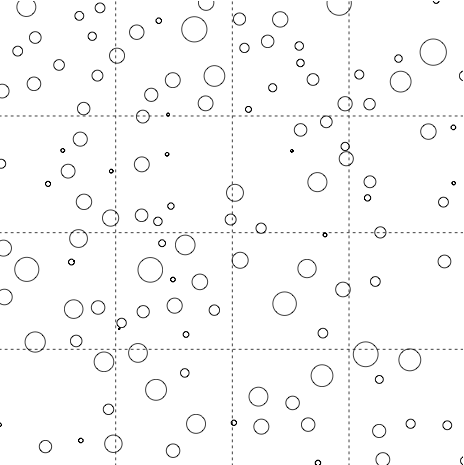

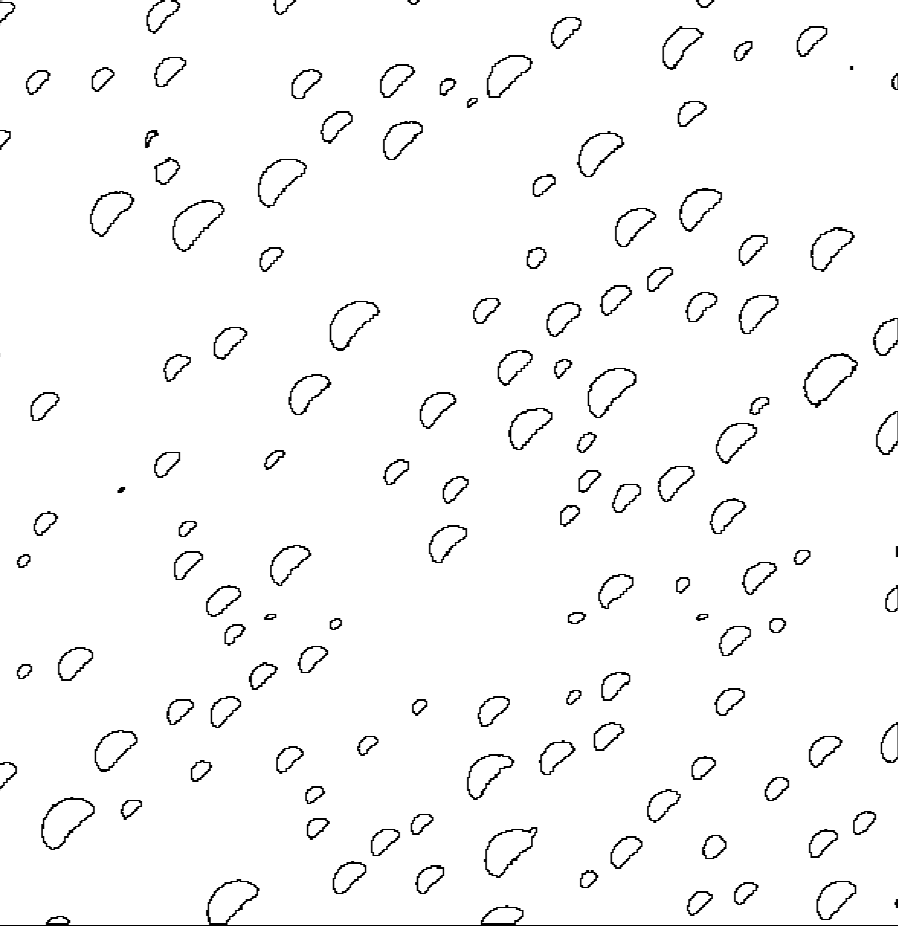

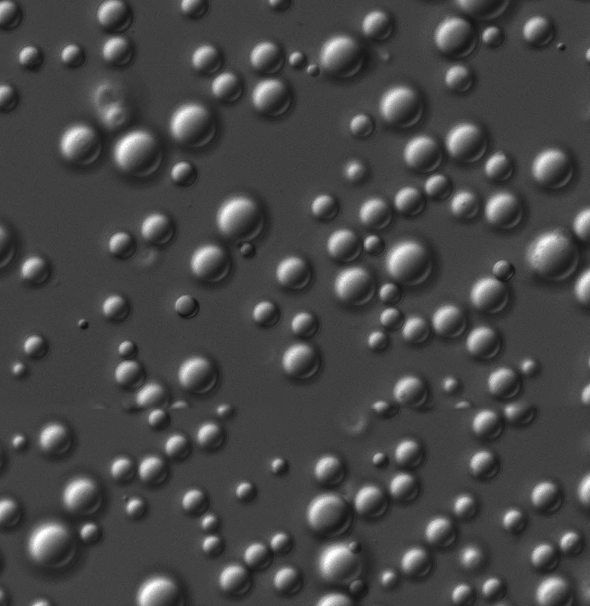

**3: (X,Y) coordinates and area adjustment of measured semi-circular globules.**  **(A)** Globule locations in the DIC image are **(B)** captured as semi-circles and then **(C)** corrected based on the assumption that the true globule shape is circular.

Ra

Rb

Rc

Dist AC

Dist BC

Blue solid line is

the real distance

**4: Algorithm to link each crescent with its globule.** Globules and crescents are independently measured, therefore each crescent needs to be linked with a globule. Crescents are assumed to be circular. Using a Pythagorean calculation, each crescent is linked with the closest globule. In this example, Crescent C is linked with Globule X.

**A**

**B**

**C**

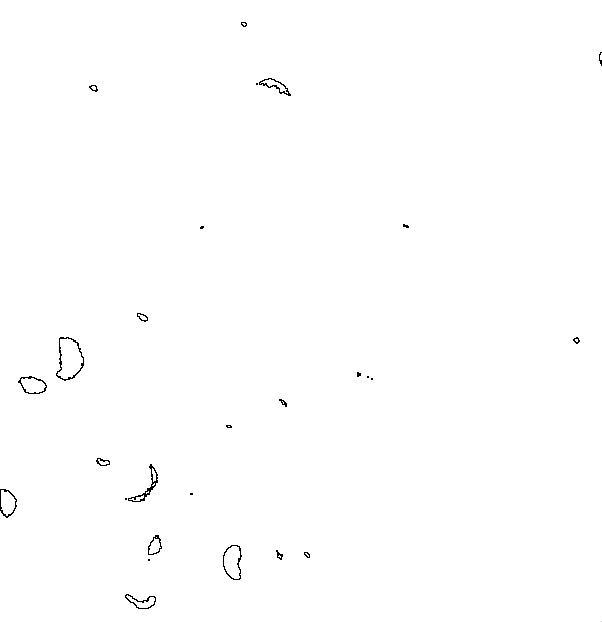

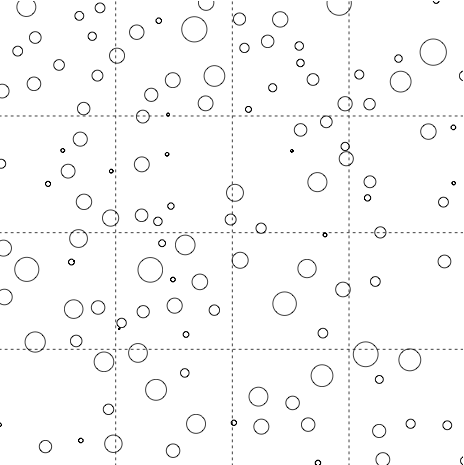

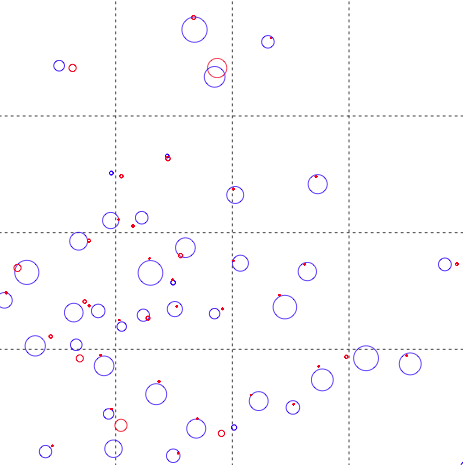

+

**5: Generation of images for manual validation.** A script was created to display globules and crescents identified by the Globulator software. This image was then manually compared to the original slide to assess accuracy. **(A)** Globule measurements. **(B)** Crescent measurements. **(C)** Crescents (red circles) linked with globules (blue circles).

# Supplementary material for: Sequencing the transcriptome of milk production: milk trumps mammary tissue
**Source:** BMC Genomics. 2013 Dec 12;14:872. doi: 10.1186/1471-2164-14-872
**Supplement:** Additional file 4 — Complete gene ontology results.

**Summary of GO Analyses**

Separated by up/down change in expression, converted to human orthologs.

Ran DAVID functional clustering analysis with GO biological process ONLY.

Gene list: **highFC_up_Cells_vs_Bx (1370 DAVID IDs)**

**Upregulated in Bx relative to Cells*** Benjamini p-value

Vasculature development p = 1.7E-8

Skeletal system development p = 1.9E-10

Neuron differentiation / cell morphogenesis p = 1.4E-5

Cell motion, regulation of p = 9.2E-5

Cytoskeleton organization p = 5.4E-4

Tube development p = 2.9E-4

Wound healing p = 4.8E-6

Response to hormone stimulus p = 2.4E-2

Regulation of cell adhesion p = 4.2E-3

Response to vitamin p = 4.6E-3

Regulation of cell growth p = 1.2E-4

Regulation of cell morphogenesis p = 2.5E-3

Muscle organ development p = 5.9E-4

Pattern specification process** p = 8.5E-3

Negative regulation of biosynthetic process p = 3.3E=2

Female sex differentiation p = 4.3E-2

*Sorted by Enrichment Score (Highest first), only clusters with significant (Benj. p < 0.05) constituents listed

**Any developmental process that results in the creation of defined areas or spaces within an organism to which cells respond and eventually are instructed to differentiate.

Gene list:

| **highFC_up_Fat_vs_Bx** | **1965 DAVID IDs** |
| --- | --- |

**Upregulated in Bx relative to Fat*** Benjamini p-value

Cell adhesion, regulation of p = 4.4E-24

Cell motion, regulation of p = 4.1E-10

Vasculature development p = 1.2E-7

Response to wounding p = 6.5E-14

Chemotaxis p = 3.4E-6

Cytoskeleton organization p = 2.4E-4

Skeletal system development, morphogenesis p = 1.4E-7

Cell morphogenesis p = 1.0E-4

Tube development p = 1.8E-3

Response to vitamin p = 1.2E-4

Response to hormone stimulus p = 8.6E-3

Wound healing p = 7.9E-7

Pattern specification process p = 3.2E-3

Positive regulation of immune system process p = 1.0E-4

Regulation of cell growth p = 6.2E-3

Thymic T-cell selection p = 7.9E-3

Regeneration p = 2.1E-3

Muscle organ development p = 4.7E-3

Regulation of acute inflammatory response p = 8.1E-3

Positive regulation of cell communication p = 7.8E-3

Positive regulation of cell differentiation p = 5.6E-4

Tissue homeostasis p = 6.5E-2

Negative regulation of biosynthetic process p = 4.5E-2

Gene list:

| **highFC_up_Fat_vs_Cells** | **828 DAVID IDs** |
| --- | --- |

**Upregulated in Cells relative to Fat*** Benjamini p-value

Defense response p = 2.9E-35

Chemotaxis, cell motion p = 1.8E-20

Positive regulation of immune system p = 4.3E-22

Regulation of cytokine production p = 7.1E-13

Cell activation (leukocyte, lymphocyte) p = 5.0E-18

Regulation of response to external stimulus p = 4.3E-22

Cellular calcium ion homeostasis p = 1.4E-7

Response to LPS, bacterium p = 6.5E-6

Positive regulation of cell communication p = 8.9E-7

Positive regulation of cytokine biosynthetic process p = 1.4E-5

Lymphocyte differentiation p = 3.2E-7

Regulation of phosphorylation, de-phosphorylation p = 2.0E-7

Cell adhesion p = 4.6E-5

Apoptosis p = 4.1E-4

Regulation of adaptive immune response p = 1.0E-8

Response to glucocorticoid stimulus p = 3.6E-5

Regulation of hydrolase activity (lipase) p = 1.4E-3

Collagen catabolism p = 5.0E-3

Regulation of DNA binding p = 5.0E-3

Wound healing p = 1.5E-3

Positive regulation of transport, cytokine secretion p = 5.8E-5

Lymphocyte proliferation p = 4.7E-2

Phagocytosis p = 4.1E-4

Gene list:

| **highFC_down_Fat_vs_Cells** | **40 DAVID IDs** |
| --- | --- |

**Downregulated in Cells relative to Milk Fat*** Benjamini p-value

NONE SIGNIFICANT

Gene list:

| **highFC_down_Fat_vs_Bx** | **449 DAVID IDs** |
| --- | --- |

**Downregulated in Bx relative to Milk Fat*** Benjamini p-value

NONE SIGNIFICANT

Gene list:

| **highFC_down_Cells_vs_Bx** | **697 DAVID IDs** |
| --- | --- |

**Downregulated in Bx relative to Milk Cells*** Benjamini p-value

Chemotaxis, defense response p = 5.9E-6

Cell activation (leukocyte, lymphocyte) p = 1.4E-3

Phosphorylation p = 3.1E-2

Cellular cation homeostasis (calcium) p = 2.7E-3

Membrane organization, vesicle-mediated transport, endocytosis p = 2.5E-2

Apoptosis p = 4.2E-2

Regulation of interleukin-12 production p = 2.9E-2

Regulation of GTPase activity p = 1.0E-2

Positive regulation of biosynthetic process p = 1.6E-2

Positive regulation of cytokine production p = 9.6E-4

How the deposited data were processed for this re-analysis (not part of the article)

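RNA from 6 mammary biopsies, 12 milk cell samples, 10 milk fat samples and 6 cell-free milk samples of 6 rhesus macaques was sequenced by the authors, with 3 technical runs per sample. The authors prepared libraries from poly(A) RNA, trimmed the 100-base reads, mapped them to rheMac2 with TopHat and estimated FPKM per Ensembl transcript with Cufflinks, and these FPKM are the values as deposited. FPKM are divided by transcript length and library size, so they carry no read counts, and no interval for counting error was computed. The file also held 6 columns of values that were not used here, since their names match no sample that the series describes.

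The 102 columns used were averaged over technical runs to 34 samples. Depth relative to the median sample was estimated from the spacing of low FPKM of transcripts that overlap no other, and the estimate was tested on simulated data with 12 columns. Identical columns were searched for and 0 pairs were found. The pairing of samples by animal came from the labels and was checked by correlating each sample's deviations from the mean of its group between types: the mean correlation within animals was 0.160 for biopsies with milk fat, 0.189 for biopsies with milk cells, 0.406 for milk cells with milk fat, 0.456 for cell-free milk with milk fat and 0.400 for the days of milk cells (exact permutation of animals, one-sided p = 0.00139 each, the smallest possible).

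Samples were scaled by median-of-ratios factors and analysed as log2(scaled FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend in the prior variance. Transcripts with a mean FPKM of at least 1 in the samples compared were tested, two-sided, with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and more than 3-fold change. For sample types the log2 values of an animal's days were averaged, and for days the single samples were used. Animal was not a term in these main fits, which were therefore unpaired. The fits were tested on simulated data in which 200 transcripts were changed: 97% of them were called with 6 samples against 6 and with 4 against 6, and 82.5% with 3 against 3, while 0, 1 and 3 unchanged transcripts were called. The planted changes were well above the 3-fold threshold and spared transcripts with low levels, and the noise was independent between transcripts. These rates therefore do not give the power for smaller changes or for transcripts with low FPKM.

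Correlations between samples were Spearman correlations over all transcripts, of which 35135 were above 0 in at least 1 of the 28 samples of the 3 types. Differences between types were tested over animals with exact sign-flip permutation tests, and animals and days with exact permutations of labels. Clustering used average linkage. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps. Transcripts were named by a rule set before the data were examined: those of every gene that the paper names, and the 2 with the largest change in each direction among those called and changed in the same direction in all 6 animals. Transcripts were tied to gene names through the identifiers in Figure 6 or the mean FPKM in Tables 1 to 3, since no annotation at hand paired identifiers with names.

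Alternatives covered the scaling, the pseudocount, the filter on low FPKM, animal as a block, the trend, the unit of replication, the sum over transcripts of a locus, the set of transcripts, the kind of correlation, the linkage and each animal left out in turn. The marker genes of Figure 5, the lactose synthesis genes without an identifier and the gene ontology analyses were left out, because they need gene names that were not paired with transcripts. Counts of reads per gene, which the authors tested with DESeq, were not used here.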

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

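The tests of the technical runs and of the short transcripts in the day 30 milk fat sample of M6 were set before their results were seen, and all other tests in this part were chosen after the result was seen.

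Samples far from the others of their group were sought with Dixon's test in 84 groups of values, which marks about 1 in 20 groups by chance. It marked 6, where 4.2 were expected by chance.

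The summed FPKM of the 6 non-coding RNA transcripts in the day 30 milk fat sample of M6 was 354886, against 14288 to 64044 in the other milk fat samples of day 30. Its technical runs held from 24.8% to 26.2% of their FPKM in these transcripts, and no run of another milk fat sample held more than 7.02%, which argues against a single sequencing run as the cause. A bias of FPKM for transcripts shorter than a read was tested in 3 forms. In the form set beforehand, the median log2 ratio of 64 other short transcripts to the other milk fat samples was -0.46, within the range of -0.54 to -0.42 in those samples. In 8 short transcripts the ratio was 1.60, within a range of -2.02 to 1.79, and the share of FPKM in the other short transcripts was 1.36% against 0.127% to 0.613%. The forms point in different directions, so that this bias and a real excess cannot be told apart. The relative depth of 0.742 was the lowest among milk fat samples (0.855 to 1.63 in the others), while a biopsy with a depth of 0.741 had 0.698% of its FPKM in the 6 transcripts, and with 1 such milk fat sample an effect of depth cannot be told apart either. Without it the 6 transcripts held 2.49% ± 1.75 (SD, n = 9) of FPKM in milk fat. The day 90 milk fat sample of M6 had 23307 FPKM, and no biological explanation was tested.

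The day 30 biopsy of M3 had 3752 FPKM in the same 6 transcripts, where the other biopsies had 6333 to 7311. Its relative depth was 0.824, and a biopsy of lower depth had 7311 FPKM. The cause was not tested, and no biological explanation was tested.

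In M4, day 90 samples were low for B4GALT1 or UGP2. Cell-free milk had 197 FPKM of B4GALT1 against 317 to 385 in the other animals and 104 FPKM of UGP2 against 357 to 453. Milk cells of day 90 had 62.8 FPKM of UGP2 against 291 to 398, while those of day 30 had 393 FPKM, and milk fat of day 90 had 292 FPKM. Other transcripts of lactose synthesis were not low there: the same milk fat sample had 7.86 FPKM of GALK1, the highest of that day, and the same cell-free milk sample had 34.2 FPKM of PGM1, second to 35.8 FPKM in M2. The relative depths of these samples were 0.918, 0.919 and 0.855. The 3 fractions of milk came from 1 animal and day, so they are not independent, and no technical or biological explanation was tested. The day 30 milk cell sample of M5 had 4.93 FPKM of GALT against 1.47 to 2.66 in the others, at a relative depth of 1.11, and no explanation was tested.

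After scaling, TPT1 and SERF2 changed between the days in opposite directions in milk fat and milk cells, in every animal with both days, but in FPKM as deposited SERF2 in the milk fat of M2 fell from 3849.6 to 3785 FPKM, as it did in milk cells. From day 30 to day 90, the log2 scaled level of TPT1 rose by 0.42 in milk fat (0.18 to 0.61 in 4 animals) and changed by -0.45 in milk cells (6 animals), and that of SERF2 rose by 0.27 (0.21 to 0.37) and changed by -0.59. These were 2 of 78 comparisons, and the differences between the types were not tested for these transcripts. Over 13521 transcripts, 502 went opposite ways in all animals and 465 the same way, where 412 and 384 would be expected from the counts of each type, and without scaling the numbers were 342 and 882.

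Between cell-free milk and milk fat of day 90, which the paper does not compare, 59 of 12730 transcripts were called with limma, 26 higher in cell-free milk and 33 higher in milk fat, and 5475 had an unadjusted p under 0.05. Of 100 splits of the samples, 1 gave as many calls, the real one, and the largest other count was 4; among the 32 splits that part every animal's pair it was also 1, with a largest other count of 1. The count was 27 without M4 and 93 without M5. With FPKM summed over overlapping transcripts, 10 of 9555 features were called, 0 higher in cell-free milk and 10 higher in milk fat (4380 at an unadjusted p under 0.05), so that no call higher in cell-free milk was left. This was 0.105% of features in place of 0.463%, which is consistent with reads split between overlapping transcripts as a source of part of the calls. The samples taken as cell-free milk were assigned by elimination and carry a label of skim in M3 and of fat in the other animals, so a difference in what they hold also remains open. A biological difference between the fractions of milk remains open and was not tested.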

How the results depend on the processing

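Most choices and alternatives were set before the data were examined. Chosen after were the sum over overlapping transcripts, animal as a block without the fold threshold, pool as a batch term, the restriction to the animals and days of the biopsies or of the milk fat samples, the correlation divided by that of technical runs, the transcripts above 0 in at least 1 sample, and the milk fat levels without the day 30 sample of M6. The main results, 37 in number, were computed 297 times under alternatives other than leaving out an animal: 217 values stayed the same by direction and threshold or within their spread, 73 moved, 3 lost and 4 gained significance, and 0 reversed. With each animal left out, 156 of 168 values stayed and 12 moved. Among 58 further results, 632 of 687 values stayed, 41 moved, 5 became weaker, 9 stronger and 0 reversed; with an animal left out, 314 of 342 stayed, 21 moved, 4 became weaker and 3 stronger. All calls of PLIN2 held in all of these fits. Where no reason is given, the cause was not tested.

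With a pseudocount of 0.1, which raises the fold change of transcripts with low FPKM, 2110 transcripts were called between biopsies and milk fat (1264 higher in biopsies and 846 in milk fat), 1751 between biopsies and milk cells (976 and 775), 754 between milk cells and milk fat (559 and 195), 56 between days in milk cells and 228 between cell-free milk and milk fat. With a mean FPKM of at least 5, fewer transcripts were tested and 648 were called between biopsies and milk fat (289 higher in biopsies), 357 between biopsies and milk cells (210 and 147), 126 between milk cells and milk fat (86 and 40), 1 between days in biopsies and 33 between cell-free milk and milk fat. With FPKM summed over overlapping transcripts, fewer features were tested and the counts were 766 (535 and 231), 500 (380 and 120) and 100 (88 and 12) for the 3 pairs of types and 10 (0 and 10, with 4380 unadjusted) for cell-free milk against milk fat. With only milk samples from the day of the animal's biopsy, 96 transcripts were higher in milk cells than in milk fat.

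In FPKM as deposited, without scaling, 1 transcript was called between days in biopsies and 0 in milk cells (3171 at an unadjusted p under 0.05), and 0 lactose transcripts were lower in milk fat than in biopsies. Scaling also moved the direction: without it, 54.6% of calls were higher in biopsies than in milk fat and 57.4% higher in biopsies than in milk cells, in place of 66.6% and 70.0%, and 55.7% were higher in cell-free milk than in milk fat in place of 44.1%. The median log2 fold change of all tested transcripts went from 0.07 to 0.23 between biopsies and milk fat, from 0.02 to 0.24 between biopsies and milk cells, from 0.01 to -0.20 between days in biopsies, from 0.02 to -0.14 between days in milk fat and from 0.02 to -0.08 between cell-free milk and milk fat.

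Between days in milk cells, the count was 0 without the filter (5439 unadjusted), 25 with animal as a replicate block, 21 with every technical run as its own value, 711 without the fold threshold, 3460 without it and with the replicate block, 0 with pool as a batch term (3960 unadjusted) and 0 in the animals and days of the biopsies (3254 unadjusted). In milk fat it was 1 with the replicate block, with and without the fold threshold, 12 with every technical run as its own value and 1 in the animals and days of the biopsies, and in biopsies 40 with every technical run. Technical runs are not independent replicates, which lowers their p. The replicate block moved no other count of calls by more than 1.5 times.

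Across the 6 fits that each left out 1 animal, the count between days ranged from 0 to 12 in biopsies (12 without M3, 3 without M6 and 1 without M1), from 0 to 2 in milk fat (2 without M3) and from 0 to 33 in milk cells (33 without M3, and 0 without M1, M2, M5 or M6, with 3020, 3412, 2769 and 2565 unadjusted). It ranged from 27 (without M4) to 93 (without M5) between cell-free milk and milk fat, and the number of lactose transcripts lower in milk fat than in biopsies from 0 (without M2) to 1. The counts between types ranged from 1091 to 1439, from 750 to 944 and from 159 to 289.

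Without the non-coding RNA, the share of the 20 highest transcripts was 8.52 points higher in biopsies than in milk fat (exact permutation p = 0.03125). The within-type correlations of biopsies, milk cells and milk fat were 0.867, 0.873 and 0.922 with a mean FPKM of at least 1, 0.946, 0.955 and 0.972 as Pearson correlations, 0.891, 0.903 and 0.910 over single technical runs without pairs of 1 sample, and 0.893, 0.904 and 0.912 with them. The difference between milk fat and milk cells was 0.0465, 0.0164 and 0.00936 (exact permutation p = 0.03125 each) with a mean FPKM of at least 1, as Pearson correlations and over transcripts above 0. The difference between milk cells and biopsies was 0.00362 (exact permutation p = 0.594) with a mean FPKM of at least 1, 0.00802 (p = 0.0625, permutation) as Pearson correlations, 0.0159 and 0.0115 (p = 0.03125 each, permutation) over transcripts above 0 and over single technical runs, and 0.00198 (p = 0.375, permutation) after division by the correlation of technical runs. In the same 4 forms as above, the same-animal correlation was 0.899, 0.966, 0.912 and 0.917 in milk cells and 0.955, 0.983, 0.922 and 0.924 in milk fat, and the difference was 0.0465 and 0.0139 in the first 2. In those 2, the milk cell samples of 1 animal formed a pair and 3 were nearest to the same animal's other day.

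The alternatives for the marker genes of Figure 5 and the sum over all transcripts of a lactose gene were not run, because they need gene names paired with transcripts. FPKM give no read counts, so the limit that depth sets on low transcripts could not be given.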

Differences from the paper's values

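Between biopsies and milk cells, 860 transcripts were called, 602 higher in biopsies and 258 higher in milk cells, against the paper's 2681, 1744 and 937 genes. Of the alternatives set before the data were examined, a pseudocount of 0.1 came closest to the 937 higher in milk cells, with 775. None reached the paper's total or its number higher in biopsies. Between biopsies and milk fat, 1242 were called, 827 higher in biopsies and 415 higher in milk fat, against the paper's 3174, 2505 and 669. The number higher in milk fat came closest to 669 in FPKM as deposited (616), with a pseudocount of 0.1 (846), without M5 (523) and without M6 (526). None of the alternatives set before the data were examined reached the paper's total or its number higher in biopsies. Between milk cells and milk fat, 222 were called and 145 were higher in milk cells, against the paper's 1106 and 1050. A pseudocount of 0.1 gave the highest counts, 754 in total and 559 higher in milk cells. None of the alternatives set before the data were examined reached 1106 or 1050. The values here count transcripts and those of the paper count genes.

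Between days, 0 transcripts were called in biopsies (440 at an unadjusted p under 0.05), 0 in milk fat (661) and 13 in milk cells, against the paper's 81, 48 and 247. Of the alternatives set before the data were examined, every technical run as its own value came closest in biopsies (40) and milk fat (12). In milk cells the closest was 56, with a pseudocount of 0.1. Without the fold threshold 711 were called in milk cells, and 3460 with animal as a block as well, a combination chosen after the values were seen.

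The mean within-type correlation was 0.914 in biopsies and 0.927 in milk fat, against the paper's 0.919 and 0.934. Without M2 or without M3 the value in biopsies was 0.915, slightly closer to 0.919. None of the alternatives set before the data were examined closed the gap in milk fat. The same-animal correlation was 0.931 in milk cells and 0.939 in milk fat, against the paper's 0.922 and 0.935. In milk cells it was 0.899 ± 0.0280 (SD) with a mean FPKM of at least 1, farther from 0.922 than 0.931 is, with a wider spread. The closest to 0.922 was 0.917, over single technical runs with pairs of 1 sample included. None of the alternatives set before the data were examined closed the gap in milk fat.

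The legend of Figure 6 has CMPK1 (ENSMMUT00000024433) different between milk fat and milk cells. Here its limma adjusted p was 0.219, and it was called with animal as a block (0.00849), with every sample as its own value (0.0322) and with every technical run as its own value (0.000337), with a range of 0.000337 to 0.458 over the alternatives. With these settings 7 of the 9 lactose synthesis transcripts were higher in milk fat than in milk cells, in place of 6, all but LALBA and B4GALT1, which are also the exceptions in the legend. The paper has milk fat samples more similar to each other than milk cell samples; here the difference had an exact permutation p of 0.0625, and it passed 0.05 with a mean FPKM of at least 1 and as Pearson correlations.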

Other observations

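All tests in this part were chosen after the result was seen.

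The higher correlation among milk fat than among biopsy samples was weighed against noise between technical runs. After the correlations of single runs were divided by the correlation of technical runs of a sample, 0.00586 ± 0.00300 (SD) was left in 6 of 6 animals, or 31.6% of the difference of 0.0186 over single runs, which argues against this noise as the whole cause. Over transcripts above 0 in at least 1 of the 28 samples the difference was 0.0252 in 6 of 6 animals. Transcripts listed at 0 in all samples are tied in every type, so leaving them out could be expected only to widen the difference. This comparison therefore cannot decide whether they play a part. Between milk cells and biopsies, 0.00198 ± 0.00493 (SD) or 17.2% of the difference over single runs was left, in 4 of 6 animals, which is consistent with noise between technical runs as a source of much of that difference. Between milk fat and milk cells, 0.00388 ± 0.00381 (SD) or 55.1% of the difference of 0.00706 over single runs was left, in 5 of 6 animals (exact permutation p = 0.0625), so that over all transcripts this noise and another cause cannot be told apart, since what was left is close to its spread. Over transcripts with a mean FPKM of at least 1, 0.0409 ± 0.0187 (SD) was left in 6 of 6 animals, which argues against the noise as the whole cause there. A difference in the sources of RNA between the sample types remains open and was not tested.

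More transcripts changed between days in milk cells than in milk fat or biopsies, and milk cells had more samples. In the animals and days of the milk fat samples, 3712 milk cell transcripts had an unadjusted p under 0.05, against 661 in milk fat, and with the same animal left out of both there were 1954 to 4856 against 305 to 757. In the animals and days of the biopsies there were 3254 against 440, and with an animal left out of both 1984 to 3797 against 250 to 1375. The ranges lie apart, which argues against the number of samples as the cause of the difference from milk fat in these transcripts. For biopsies it does so only in the animals and days that match them. Other choices of 3 animals against 3 gave as few as 705 in milk cells, inside the range of the biopsies. For calls the number of samples stays open. Against milk fat there were 9 calls in milk cells and 0 in milk fat, but with an animal left out milk cells had more calls in 1 of 6 fits (63 against 2 without M3) and both had 0 in the others. Against the biopsies both had 0, and milk cells had more in 1 of 6 fits (2 against 0 without M2), while without M3 biopsies had 12 and milk cells 3. With so few calls, an effect of the number of samples on the calls cannot be told apart from a difference between the types. With the animals and days of the biopsies, the days are in different animals. Over the 20 choices of 3 animals for day 30 and the others for day 90, milk cells had from 705 (M1, M4 and M5 at day 30) to 4616 (M1, M3 and M6 at day 30) transcripts with an unadjusted p under 0.05, and 10 choices gave calls, up to 132, so the animals chosen moved the count. Each of the 3 pools held 2 milk cell samples of each day, a largest difference of 0, which argues against the sequencing pool.

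Other splits of the samples were fitted in the same way. As many calls as with the real split came from 1 of 100 splits between biopsies and milk fat (largest other count 500), 1 of 100 between biopsies and milk cells (358) and 1 of 100 between milk cells and milk fat (2), and the real split was also the only 1 among the 32 splits that part every animal's pair (largest other counts 437, 1 and 0). Between days in milk cells, 2 of 100 splits gave as many (largest other 22), and 1 of the 32 splits that part every pair (largest other 1). Between days in milk fat, with 0 calls, 100 of 100 splits gave as many (largest other 95). Between days in biopsies, 10 of 10 splits gave as many: the split of M1, M2 and M3 from the rest gave 518 and that of pool 3, which holds M3, M4 and M5, gave 4. In biopsies day and pool overlap, since all biopsies of pool 2 were from day 90, and they cannot be told apart.

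The samples taken as cell-free milk, which carry differing labels, had a mean Spearman correlation of 0.934 ± 0.00655 (SD, n = 6) with the milk fat of the same animal and day, 0.925 ± 0.00665 with its milk cells, 0.864 ± 0.0101 with its biopsy and 0.924 ± 0.00237 with the milk fat of other animals. The correlation with the animal's own milk fat was higher than with that of other animals by 0.0102, in 6 of 6 animals (exact sign-flip permutation test, two-sided p = 0.03125, the smallest possible, adjusted p = 0.0417 over 4 comparisons). It was higher than with the own milk cells by 0.00919, in 5 of 6 animals (exact p = 0.0625, adjusted p = 0.0625). The summed FPKM in cell-free milk were 19678 ± 5227 for PLIN2 and 14349 ± 5499 for the 6 non-coding RNA transcripts (SD, n = 6).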
